# Multiple mechanisms regulate H3 acetylation of enhancers in response to thyroid hormone

**DOI:** 10.1371/journal.pgen.1008770

**Published:** 2020-05-26

**Authors:** Stine M. Præstholm, Majken S. Siersbæk, Ronni Nielsen, Xuguang Zhu, Anthony N. Hollenberg, Sheue-yann Cheng, Lars Grøntved

## Abstract

Hormone-dependent activation of enhancers includes histone hyperacetylation and mediator recruitment. Histone hyperacetylation is mostly explained by a bimodal switch model, where histone deacetylases (HDACs) disassociate from chromatin, and histone acetyl transferases (HATs) are recruited. This model builds on decades of research on steroid receptor regulation of transcription. Yet, the general concept of the bimodal switch model has not been rigorously tested genome wide. We have used a genomics approach to study enhancer hyperacetylation by the thyroid hormone receptor (TR), described to operate as a bimodal switch. H3 acetylation, HAT and HDAC ChIP-seq analyses of livers from hypo- and hyperthyroid wildtype, TR deficient and NCOR1 disrupted mice reveal three types of thyroid hormone (T3)-regulated enhancers. One subset of enhancers is bound by HDAC3-NCOR1 in the absence of hormone and constitutively occupy TR and HATs irrespective of T3 levels, suggesting a poised enhancer state in absence of hormone. In presence of T3, HDAC3-NCOR1 dissociates from these enhancers leading to histone hyperacetylation, suggesting a histone acetylation rheostat function of HDACs at poised enhancers. Another subset of enhancers, not occupied by HDACs, is hyperacetylated in a T3-dependent manner, where TR is recruited to chromatin together with HATs. Lastly, a subset of enhancers, is not occupied directly by TR yet requires TR for histone hyperacetylation. This indirect enhancer activation involves co-association with TR bound enhancers within super-enhancers or topological associated domains. Collectively, this demonstrates various mechanisms controlling hormone-dependent transcription and adds significant details to the otherwise simple bimodal switch model.

## Author summary

Thyroid hormone (T3) is a central regulator of growth, thermogenesis, heart rate and metabolism. In the liver T3 binds thyroid hormone receptor beta (TRβ) controlling expression of genes involved in processes such as lipid and cholesterol metabolism. The molecular mechanisms controlling TR-dependent gene regulation are centred on a bimodal switch model. In the absence of T3 co-repressors bind TR reducing gene expression. When hormone binds TR, co-repressors dissociate, and co-activators are recruited inducing gene expression. This model predominates the current understanding of T3-regulated gene expression. However, only a few studies have tested this model by genome-wide approaches. We have quantified histone3 acetylation genome-wide in the liver of hypo- and hyperthyroid mice and identified gene regulatory regions regulated by T3. Probing TR and co-regulators at these regulatory regions, and analysing histone3 acetylation in mouse models for disrupted co-repressor and TR activity, reveal additional insights to the mechanisms regulating T3-dependent gene expression. We suggest a revision of the prevailing bimodal switch model which helps understanding T3-regulated gene expression in tissues such as liver. We hope that this study, together with future studies, will add new perspectives on nuclear receptor-mediated transcriptional regulation to reveal general principles.

## Introduction

Active enhancers are defined by DNase accessible chromatin, histone 3 (H3) hyperacetylation (e.g. H3K9Ac and H3K27Ac), H3K4 mono- and dimethylation (H3K4me1 and H3K4me2) and occupancy of the mediator complex [1–5]. Establishment of active enhancers has been studied extensively using nuclear hormone receptors as model systems [6]. This includes a number of key studies using TR to identify and characterize the function of transcriptional co-regulators such as, steroid receptor coactivators (SRCs) [7–9] and CBP/p300 [10,11] with HAT activity, the mediator complex [12], nuclear receptor co-repressors (NCOR1 and NCOR2) [13,14] and histone deacetylase HDAC3 [15]. In absence of ligand TR interacts with the nuclear receptor co-repressor complex (NCoR) consisting primarily of NCOR1/2, TBL1, GPS2 and HDAC3 [16–19] by a direct interaction between TR and the NCOR1 C-terminal domain [20–22]. When recruited to chromatin the unliganded TR-NCoR complex deacetylates the surrounding histone tails and facilitates active repression of transcription. In presence of thyroid hormone, the extreme C-terminal alpha helix (helix 12) of TR changes conformation, enabling the receptor to interact with transcriptional co-activators [23–26]. Recruitment of co-activators such as MED1, SRC1 and CBP/p300 leads to hyperacetylation of nearby histone tails and RNA polymerase II recruitment/activation, collectively resulting in increased expression of nearby genes [27,28]. This bimodal molecular switch has served as the canonical model describing nuclear receptor regulation of enhancer activity in the last two decades and thus is generally applied to describe TR-dependent activation of enhancers [29,30]. Yet, no studies have systematically tested this bimodal switch model in a genome-wide manner.

Importantly, in addition to direct TR binding to the genome (so called type 1 action), thyroid hormone regulates multiple processes by alternative mechanisms, including T3 actions by TR tethering to other transcription factors (TFs) (type 2 actions) and non-genomic actions in a TR-dependent (type 3 actions) and independent manner (type 4 actions) [31]. Thus, in addition to the bimodal switch model (characterized by type 1 actions), enhancer regulation by T3 may be controlled by alternative mechanisms. Moreover, previous studies have shown T3-dependent recruitment of TR to chromatin [32,33], which does not agree with the bimodal switch model. Thus, several subcategories of type 1 action of T3 may exist.

Here we used a genomics approach to test if the prevailing bimodal switch model sufficiently explains thyroid hormone regulation of enhancers. As a model system we used livers from hypo- and hyperthyroid animals and identified regulatory regions in the genome, where histones (H3K27 and H3K9) are hyperacetylated in response to T3 (i.e. regulatory regions activated by T3). First, we defined hyperacetylated regions bound by TR and discovered considerable amount of hyperacetylated regions not occupied by TR yet required TR for activation. Next, we carefully characterized hyperacetylated regions with and without occupancy of TR using a combination of already published HiC data, extensive DNA motif analysis and ChIP-seq against co-regulators. Finally, we functionally tested the role of the NCoR complex using a mouse strain expressing a NCOR1 mutant unable to interact with TR (L-NCOR1ΔID). Collectively, this suggests that the canonical bimodal switch model does not fully explain T3-dependent activation of enhancers. We present a revised model that adds significant details to the mechanistic action of thyroid hormone signalling.

## Results

### Histone hyperacetylation of regulatory regions by thyroid hormone

Histones surrounding enhancers engaged in gene transcription are hyperacetylated at a number of lysine residues including H3K9 and H3K27 [34,35] and thus provide a molecular signature of active enhancers [2,35,36]. 

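Male WT mice received a low iodine diet with 0.15% propylthiouracil (PTU), which blocks the synthesis of thyroid hormone, for 16 days and were hypothyroid. Hyperthyroid mice received the same diet and were injected with 5 μg triiodothyronine (T3) on the last 4 to 6 days. Chromatin immunoprecipitation followed by sequencing (ChIP-seq) reads the DNA bound to histones that carry a mark, here acetylation of H3K27 or H3K9, and 2 replicate libraries were made per mark and condition. The authors aligned the reads to mm9 with STAR, called broad regions with HOMER and merged those found for either mark in either condition. The deposited list gives the chromosome, start and end of each merged region and no read numbers. It therefore holds the position and size of an acetylated region, and neither the acetylation in a given mouse nor the spread between replicates was analysed here. Binding sites of the thyroid hormone receptor (TRBSs) were taken from S2 Data, which lists the TRBSs in regions with increased acetylation after T3. A region was counted as having a TRBS when they overlapped by at least 1 bp. Regions counted as without a TRBS are those with no TRBS in S2 Data. TR binding outside regions with increased acetylation was not scored, so that some of them may bind TR. Gene positions were those of GENCODE M1 on the same genome build.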

To characterize enhancer activation by T3 in a genome-wide manner, we initially performed a series of ChIP-seq experiments against H3K27Ac and H3K9Ac in liver tissue from hypo- (PTU treated) and hyperthyroid (PTU+T3 treated) mice. Using replicate ChIP-seq experiments (S1A–S1D Fig) we found a total of 34,533 H3K27Ac regions and 31,793 H3K9Ac regions in mouse liver tissue (S1E and S1F Fig). In combination, this revealed a total of 37,200 H3 acetylated regions (S1G Fig) with high correlation between H3K27Ac and H3K9Ac (S1H and S1I Fig). These regions varied greatly in size with a mean size of 3782bp (H3K27Ac) and 3522bp (H3K9Ac) (S1J and S1K Fig). 

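Across the 37200 deposited regions, in which those of both marks are merged, the mean size was 3893 bp with a standard deviation (SD) of 4284 bp between regions. The median was 2537 bp, the lower quartile 1637 bp and the upper quartile 4434 bp, so that a few long regions raised the mean. The shortest region spanned 816 bp and the longest 115861 bp, on chromosome 15 from position 58802417 to 58918277. Together the regions covered 145 Mb. Restricting the list to the 36403 regions on autosomes gave a mean of 3913 bp.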

Using these genomic coordinates, we next quantified histone acetylation in response to T3 and found that T3 treatment caused increased acetylation at both H3K9 and H3K27 at numerous regions in the genome. This includes a region near the well-described T3-regulated gene *Thrsp* (Fig 1A). 

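The deposited region at Thrsp spanned 18773 bp on chromosome 7, from position 104558780 to 104577552, and held the transcription start site (TSS) at position 104566240. It was 1 of 7 acetylated regions within 100 kb of this TSS, and it contained 2 TRBSs. The centre of the TRBS from position 104572190 to 104572589 lay 6149 bp from the TSS. Its best match to a direct repeat of AGGTCA half-sites spaced by 4 bases (DR4) was AGGTCAGGTTAGTTCA on the minus strand, which matched 11 of 12 half-site bases. The TRBS from position 104565695 to 104566094 had its centre 346 bp from the TSS, and its best DR4 match, AGGCCCACTCAGCTGC, had 7 of 12 half-site bases.

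**Figure D1:**
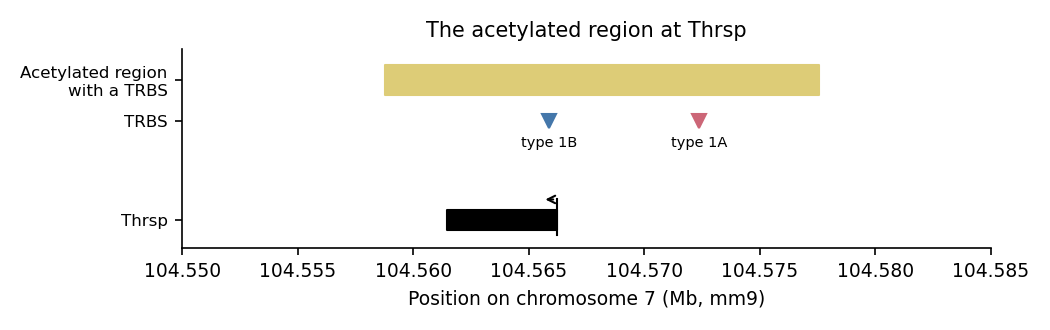
The deposited acetylated region at Thrsp on chromosome 7 (mm9), with its TRBSs marked by type 1A and type 1B. The arrow gives the direction of transcription.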

To identify bona fide hyperacetylated regions in response to T3 we initially extracted regions with increased H3K27Ac and H3K9Ac in response to T3 at FDR<0.01 and log2FC>1 (S2A and S2B Fig). Next, we extracted regions hyperacetylated at both H3K27 and H3K9, collectively constituting high confidence hyperacetylated regions in the genome in response to T3 (Fig 1B; S2C Fig). Importantly, the H3K4me1 level at these regions correlated with H3K27Ac and H3K9Ac in hyperthyroid condition confirming active enhancers (S2D and S2E Fig). Moreover, the vast majority of the hyperacetylated regions are positioned in introns and intergenic regions (S2F Fig), where gene regulatory regions are most frequently positioned [37]. 

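Each deposited region was assigned by its centre to a promoter (1000 bp upstream to 100 bp downstream of a TSS), an exon, an intron or intergenic sequence. Regions hyperacetylated after T3 were represented by those with a TRBS from S2 Data, since hyperacetylated regions without a TRBS were not analysed here. Of 601 such regions, 309 (51.4%) were centred in an intron and 240 (39.9%) in intergenic sequence, together 91.3%, while 25 lay in a promoter and 27 in an exon. Among the 36599 other acetylated regions, 78.5% were intronic or intergenic and 14.9% were centred in a promoter. These shares were not matched on length, and regions with a TRBS were longer (mean 7452 against 3834 bp). A long region that covers a TSS can be centred outside the promoter, as the region at Thrsp was. Length may therefore account for part of the difference. Counting protein-coding genes only, an alternative chosen after the data were seen, gave 93.0% for regions with a TRBS.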

To test if the identified hyperacetylated regions are also present under normal physiological situations we correlated H3K27Ac under euthyroid conditions using previously published ChIP-seq data [38] and found a high correlation (S2G Fig).

**Fig 1:**
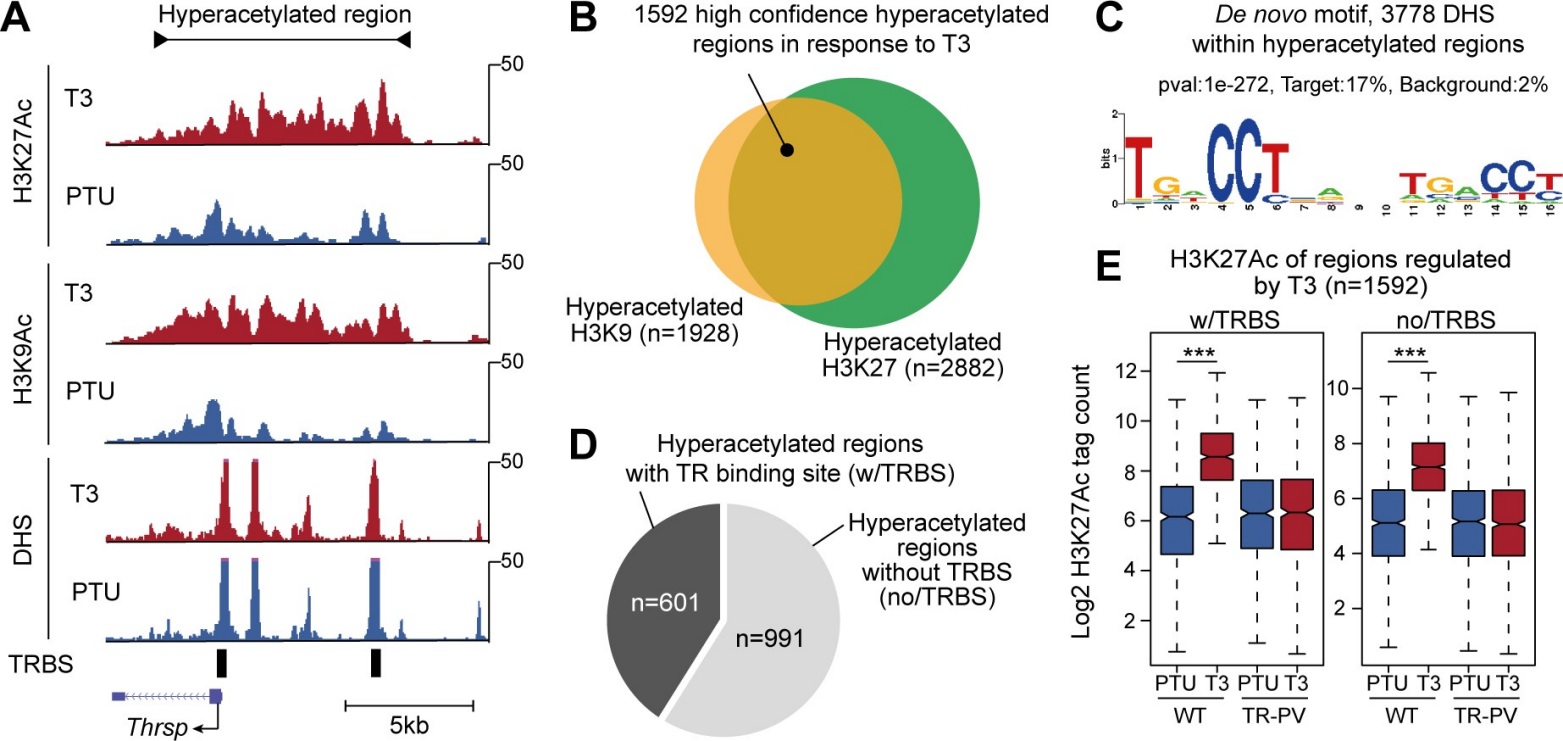
Identification of T3-regulated hyperacetylated regions in the liver. (A) Example of increased H3K9 and H3K27 acetylation at DHSs near the *Thrsp* gene. TR binding sites (TRBSs) identified from TR ChIP-seq data are indicated as black bars. The identified hyperacetylated region is displayed above density graphs of sequenced tags. (B) 1592 regions hyperacetylated at both H3K9 and H3K27 constitute high confidence hyperacetylated regions in hyperthyroid condition. (C) *De novo* motif analysis of 3778 DHSs within hyperacetylated regions. The most enriched motif is shown. (D) Relative amount of hyperacetylated regions with at least one TRBS based on TR ChIP-seq data. (E) T3-induced H3K27Ac in mice expressing TR-PV mutant lacking a functional activating helix 12. Statistical difference was determined by a Wilcoxon Signed Rank Test, ***p<0.001.

The identified hyperacetylated regions covered hundreds to thousands of kilobases (S1J and S1K Fig) and, as indicated in Fig 1A, can harbour multiple DNase hypersensitive sites (DHSs) likely to bind regulatory TFs. Thus, to identify TFs involved in T3-mediated histone hyperacetylation we extracted all DHSs within these regions (total of 3778 DHSs) and performed *de novo* DNA motif analysis. This showed that the TR response element (direct repeat separated by four nucleotides, DR4) was the most significantly enriched motif, indicating direct TR binding to response elements within hyperacetylated regions (Fig 1C). Yet, the TR response element was only found in 17% of the 3778 DHSs, representing 37% of the hyperacetylated regions. 

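The 720 TRBSs of S2 Data fell into 601 of the deposited acetylated regions, and each TRBS overlapped a region. The count stayed at 601 when a region had to hold the whole TRBS. A single TRBS was found in 511 regions, while 90 had more than 1 and the highest number was 6. Regions with a TRBS had a mean size of 7452 bp (SD 6054 bp between regions) and a median of 5546 bp. All other acetylated regions, which hold no TRBS of S2 Data, had a mean size of 3834 bp and a median of 2511 bp. This compares regions that gained acetylation and bind TR with all others, and not bound with unbound regions.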

In agreement, integration of TR ChIP-seq data [32] revealed that less than 40% of the hyperacetylated regions contain at least one TR binding site (TRBS) (Fig 1D, n = 601). Quantification of H3K27Ac and H3K9Ac at the TR bound, and unbound regions showed that the histone acetylation level in general was lower at hyperacetylated regions not bound by TR (S2H Fig). This suggests that occupancy of TR is associated with a general more robust H3 acetylation.

The absence of TR binding in the majority of hyperacetylated regions, suggests a considerable number of regions hyperacetylated by T3 in a TR-independent manner. To test this, we replicated the H3K27Ac ChIP-seq experiments in a TRβPV/PV (TR-PV) mutant mouse model [39], where TR is functional inactive as a result of frame-shift mutation in the ligand-binding domain [40]. Interestingly, using this model we observed a complete lack of T3-induced hyperacetylation (Fig 1E), indicating that TR in part regulates histone hyperacetylation without being directly associated with the hyperacetylated region. This could be mediated by T3-regulated expression of TFs that in turn facilitate histone hyperacetylation (i.e. secondary TFs) or T3 control of signalling pathways potentially regulating activity of specific downstream TFs (type 3 actions). For example, T3 has been shown to regulate the activity of PI3K [41]. Alternatively, enhancers not bound by TR may be hyperacetylated through close proximity of TRBSs in the three-dimensional space.

To address secondary genomic effects of T3 we quantified genome wide H3K27Ac in liver from hypothyroid mice treated acutely with T3 for 2 or 6 hours (h). The vast majority (~85%) of hyperacetylated regions with a TRBS had increased H3K27Ac after 2h of T3 treatment (S3A–S3C Fig), indicating predominately direct genomic effects of TR. Interesting, most (~60%) hyperacetylated regions without a TRBS also showed increased H3K27Ac in response to acute T3 treatment (S3D and S3E Fig), demonstrating that a significant number of regions not occupied by TRBS were hyperacetylated by the same kinetic profile as regions with a TRBS. This suggests a potential co-regulatory mechanism. Notably, there was clearly less regions without a TRBS with increased H3K27Ac in response to acute T3 treatment compared to regions with a TRBS (S3C Fig), suggesting that some hyperacetylated regions may be regulated by secondary TFs.

### Putative T3-regulated TFs controlling histone hyperacetylation

To identify potential secondary TFs involved in T3-regulated histone hyperacetylation we applied a machine-learning approach IMAGE [42] using H3K27Ac and H3K9Ac quantified at DHSs combined with hepatic RNA-seq data from hypo- and hyperthyroid animals. Out of 1611 curated TF binding sites (DNA motifs), IMAGE identified 51 and 50 DNA motifs contributing to H3K27 and H3K9 hyperacetylation (p<0.01), respectively (S4A and S4B Fig). A total of 31 DNA motifs contributed to both H3K27 and H3K9 acetylation (S4C and S4D Fig) and correlation of the position weight matrices showed that DNA motifs resembling the DR4 motif displayed the most significant differential motif activity in response to T3 (S4E Fig). Moreover, a number of additional DNA motifs showed significant contribution to T3-induced H3K27Ac and H3K9Ac including motifs shown to bind transcription factors such PPARD, ESR1, CEBPB and SREBF2/SREBP2 (S4D and S4E Fig). However, quantification of the motif scores within DHSs in the TR bound and unbound hyperacetylated regions, suggested that none of the individual non-DR4 motifs contributed significantly to histone hyperacetylation of regions without a TRBS (S4E Fig, right). In contrast, we did observe differential DR4 motif score enrichment in agreement with differential TR occupancy. Moreover, we performed *de novo* motif analysis of DHSs associated with hyperacetylated regions with and without TRBSs. In agreement with presence of TRBSs we identified the DR4 motif exclusively in the DHSs associated with regions occupied by TR (S4F Fig). In addition, we identified a number of additional motifs, however none of these showed differential motif score enrichment comparing regions with and without TRBS (S4F Fig). Thus, T3-dependent hyperacetylation of regions not bound by TR is likely not explained by occupancy of individual secondary transcription factors.

### Higher-order organization of hyperacetylated enhancers

Organization of individual enhancers into co-regulatory hubs of enhancer-clusters is central for balanced mRNA transcription in response to various signals [43]. This higher-order organization has been described at different levels such as relatively close proximity (10-15kb) of individual enhancers into super-enhancers (SE) and long-range interaction of enhancers spanning hundreds of kilobases within topological associated domains (TADs) [44,45]. Thus, T3-dependent hyperacetylation of enhancers may arise from enhancer co-regulation within interacting clusters of individual enhancers.

Using the H3K27Ac ChIP-seq data we identified 688 SEs in hyperthyroid condition, with a mean size of 24kb (Fig 2A) and about seven times the average size of hyperacetylated regions. 

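The super-enhancers (SEs) of S4 Data, which are the paper's, had a mean size of 23.5 kb and spanned 1902 to 74091 bp, with a median of 21571 bp and an SD of 12971 bp between SEs. Each SE overlapped at least 1 deposited acetylated region, and 1890 regions lay in a SE by that measure.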

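Of the SEs in S4 Data, 113 (16.4%) overlapped an acetylated region with a TRBS, and 10 of these held more than 1 such region. Seen from the regions, 124 of 601 with a TRBS (20.6%) lay in a SE, compared to 1766 of 36599 without a TRBS (4.83%, odds ratio 5.13, p = 1.6e-41, two-sided Fisher's exact test). Regions with a TRBS were longer than other regions and so more prone to overlap a SE. In 1000 draws of regions without a TRBS matched on length, with a mean size of 7448 bp, 6.32% to 14.3% lay in a SE (mean 10.3%), and no draw reached 20.6% (permutation p = 0.000999, the smallest that these draws can give). SEs were called from H3K27Ac in hyperthyroid mice, and regions with a TRBS were selected for increased acetylation after T3. Matching on length does not address this link, so that the higher share cannot be assigned to TR binding. Requiring the whole region to lie inside the SE moved the share most, to 5.66% with a TRBS and 1.76% without. A type 1A TRBS region, bound strongly by HDAC3 in hypothyroid mice, was found in 61 SEs, and a type 1B TRBS region, with low HDAC3, in 40.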

More than 22% of the SEs contained T3 hyperacetylated regions of which two third contained hyperacetylated regions with TRBSs (Fig 2B). Close to 60% of the SEs containing hyperacetylated regions without a TRBS were co-occupied by hyperacetylated regions with a TRBS, which was significantly higher compared to the frequency of co-occupancy by random H3 acetylated regions (Fig 2C). Moreover, close to 7% of 991 individual hyperacetylated enhancers, not occupied by TR, were positioned in a SE also containing hyperacetylated regions with a TRBS (Fig 2D). Although this only constitutes a small fraction of the non-TR occupied hyperacetylated enhancers it represents more than a threefold enrichment compared to randomly selected histone acetylated regions. Remarkably, hyperacetylated regions without a TRBS co-occurring in SE with a TRBS were more pronouncedly H3K27acetylated in response to acute (2h) T3 treatment compared to regions not in a SE with TRBSs (Fig 2E). This suggests that hyperacetylation of some non-TR bound enhancers may arise from enhancer co-regulation within SEs. Hyperacetylated regions near the *Proca1* gene represent one example (Fig 2F).

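A SE spanned 27944 bp on chromosome 11, from position 77997176 to 78025119, and held the Proca1 TSS at position 78006894. It overlapped 5 deposited acetylated regions, of which 1 had a TRBS. This region lay from position 78022407 to 78027765, in an intron of Supt6h at its centre, and its nearest edge was 15513 bp from the TSS. The TRBS in it contained the DR4 sequence AGGTCAGGTCAGGTCA from position 78024383 to 78024398 on the plus strand, a match at 12 of 12 half-site bases. Another region with a TRBS, from position 77945803 to 77955906 and 50988 bp from the TSS, lay outside the SE, and its best DR4 match, AGGCCATTTGAGGTGA, had 10 of 12 half-site bases. In total 14 acetylated regions lay within 100 kb of the TSS. From hyperacetylated regions with and without a TRBS that share a SE, the paper proposes that a TR-bound enhancer may co-regulate unbound enhancers of the same SE.

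**Figure D2:**
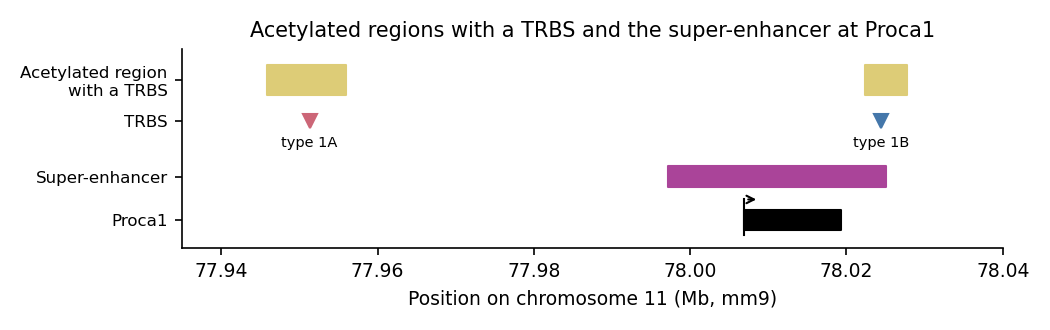
Acetylated regions with a TRBS, the SE from S4 Data and Proca1 on chromosome 11 (mm9). Acetylated regions without a TRBS are not drawn.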

**Fig 2:**
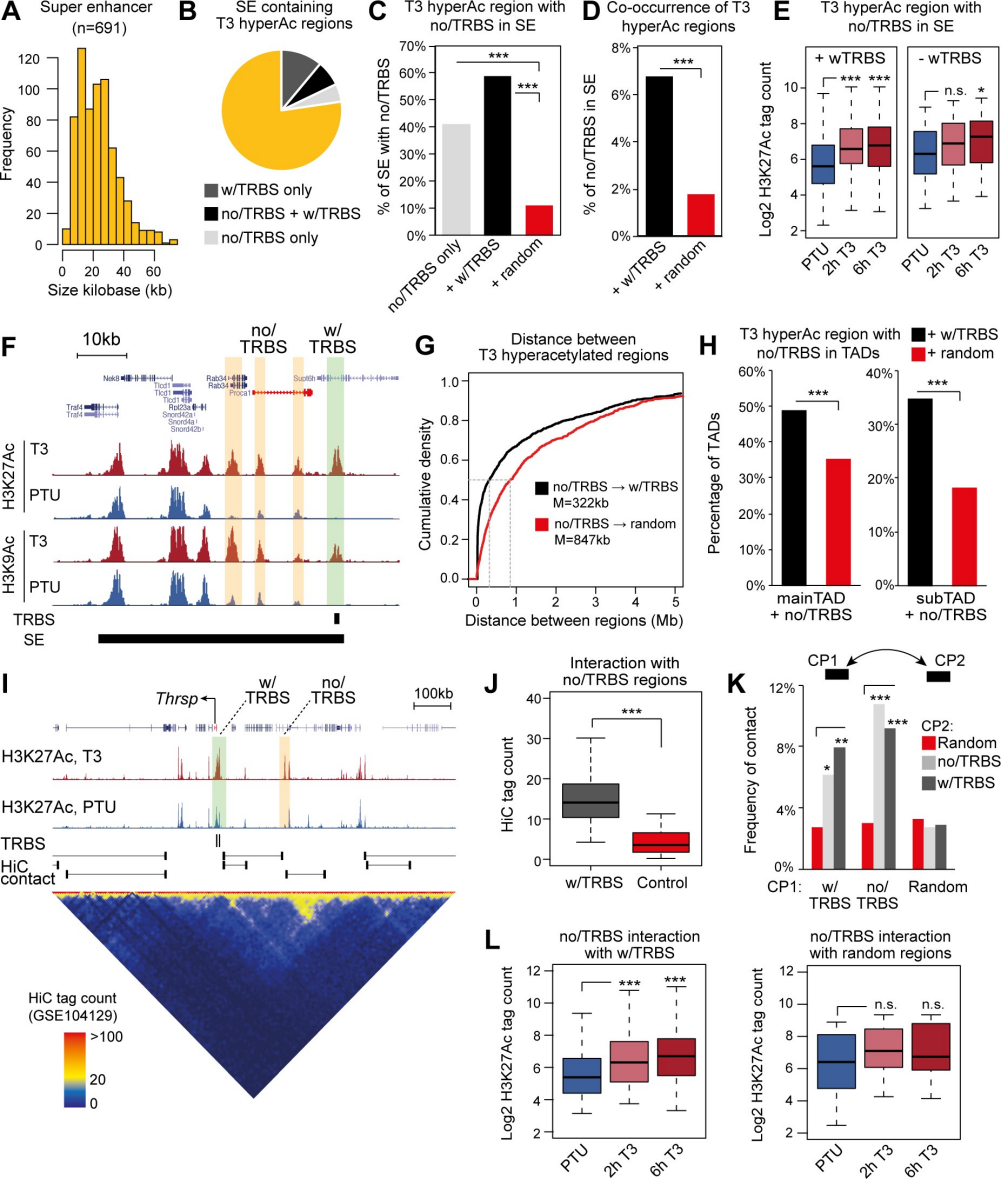
Configuration of hyperacetylated enhancers in SEs and TADs. Hyperacetylated regions were divided into regions with TRBS (w/TRBS) and without TRBS (no/TRBS). (A) Size distribution of SE in hyperthyroid condition based on H3K27Ac. (B) Fraction of SE containing T3-responsive hyperacetylated enhancers with TRBS and without TRBS. (C) Fraction of SEs containing a hyperacetylated region without a TRBS together with regions containing a TRBS. ***Fisher’s exact test p< 0.001 using 600 random selected histone acetylated regions. (D) Fraction of hyperacetylated regions without a TRBS that co-occurs in SE with hyperacetylated regions with a TRBS. ***Fisher’s exact test p< 0.001 using 600 random selected histone acetylated regions. (E) Acute H3K27Ac of regions without a TRBS in a SE with and without hyperacetylated regions containing a TRBS. Statistical difference was determined by a Wilcoxon Signed Rank Test, *p<0.05, ***p<0.001. Non significant is marked by n.s. (F) Example of a SE near the T3-regulated *Proca1* gene. (G) Distance between hyperacetylated regions w/TRBS and no/TRBS. The median [M] distance is indicated for no/TRBS to w/TRBS containing regions and no/TRBS to random regions. (H) Fraction of hyperacetylated regions without TRBSs within TADs containing a TRBS. ***Fisher’s exact test p< 0.001 using 600 random selected histone acetylated regions. (I) Example of HiC contacts in a TAD harbouring the *Thrsp* gene. (J) HiC tag count of all detected interactions between hyperacetylated regions with and without TRBS. Interaction between regions in the opposite direction was quantified as a background control. Statistical difference was determined by a Wilcoxon Signed Rank Test (n = 56), ***p<0.001. (K) Frequency of hyperacetylated regions contacting other hyperacetylated regions. Fisher’s exact test ***p<0.001, **p< 0.01, *p<0.05 using 365 random selected histone acetylated regions. (L) Acute H3K27Ac of regions without a TRBS interacting with regions with a TRBS or random selected regions. Statistical difference was determined by a Wilcoxon Signed Rank Test, *p<0.05, ***p<0.001. Non-significant is marked by n.s.

SEs are composed of enhancer constituents spaced 10-15kb and thus fail to describe long-range enhancer interactions spanning hundreds of kb. To analyse the potential impact of long-range interactions between enhancers we first mapped the distance between hyperacetylated regions not bound by TR and regions bound by TR and compared this with the distance to random histone acetylated regions. This showed that most hyperacetylated regions not bound by TR were on average positioned hundreds of kb from hyperacetylated regions bound by TR (Fig 2G). Interestingly, the hyperacetylated regions without TRBSs were positioned closer to hyperacetylated with TRBS compared to random (Fig 2G), suggesting that the relative distance between hyperacetylated regions could have a regulatory role.

Interactions between regulatory regions are often confined in TADs [43], suggesting that TAD organization in the liver may confine T3 co-regulated regions. To test this, we quantified histone acetylated regions within previously mapped TADs and subTADs in mouse liver tissue (TADs defined by HiC data and subTADs by sub-megabase structures of different lengths within the TADs flanked by CTCF, cohesin and occupied by MED1) [46]. This showed that hyperacetylated regions without TRBSs are more frequently positioned in the same TAD as hyperacetylated regions with TRBS compared to randomly selected regions (Fig 2H).

To map actual interactions between hyperacetylated regions we used previously published deep sequenced HiC libraries from liver tissue [46] and scored specific interactions between hyperacetylated regions with and without TRBS. Combining all HiC libraries from two different circadian time points (ZT10 and ZT22), we scored more than 14,000 total interactions with a median distance of 190kb (S5A Fig). Extracting HiC contact regions overlapping with hyperacetylated regions indicated smaller interacting distances (~145kb), yet similar to randomly selected H3 acetylated regions in the genome (S5B Fig). For example, we observed an interaction between a hyperacetylated region more than 100kb upstream of the TR bound hyperacetylated region near *Thrsp* (Fig 2I). Similar long-distance interactions between hyperacetylated regions were observed near other T3-regulated genes such as *Ginm1* and *Glul* (S5C and S5D Fig). Next, we selected all detected interactions between hyperacetylated regions with and without TRBSs (n = 56, 6% of all hyperacetylated regions without TRBS) and compared HiC signals for these interactions with HiC of interactions in the opposite direction (Fig 2J). This confirms that detected contacts were significantly higher than background. Moreover, we found that interactions between hyperacetylated regions with TRBS and without TRBS are as frequent as interactions between regions with TRBS (Fig 2K). Importantly, this level of interaction was lower between randomly selected regions (Fig 2K), suggesting that a subset of the hyperacetylated regions not bound by TR were hyperacetylated as a result of interaction with regions occupied by TR. In agreement, we observed that hyperacetylated regions not bound by TR had a higher tendency to be acutely H3K27acetylated in response to T3 (2h) if they interacted with regions bound by TR compared to random selected regions (Fig 2L).

Collectively, these data suggest that a subset of T3 hyperacetylated regions without a TRBS can be acetylated by presence in SEs with TRBSs and/or by direct interaction with regions containing a TRBS. Thus, the higher order chromatin structure allows enhancer activation by T3 in a TR dependent manner without direct TR interaction with the enhancer.

### Distinct co-regulator recruitment to TRBSs suggests several mechanisms for enhancer regulation

The canonical model describing T3-regulated histone acetylation of enhancers infers that unliganded TR recruits HDAC3 to chromatin and maintains local histone hypoacetylation. Binding of T3 results in reduced HDAC3 occupancy and increased HAT recruitment, collectively leading to histone hyperacetylation. To test this model on a genome-wide scale, we first profiled HDAC3 by ChIP-seq and mapped HDAC3 binding sites to hyperacetylated regions. In agreement with direct action of TR, HDAC3 occupancy was preferentially enriched at T3-regulated enhancers bound by TR compared to T3-regulated enhancers not occupied by TR (Fig 3A). Interestingly, in hypothyroid condition HDAC3 occupied a minority of the hyperacetylated regions with a TRBS (Fig 3B), suggesting that differential occupancy of HDAC3 only partly explains T3-induced histone acetylation.

**Fig 3:**
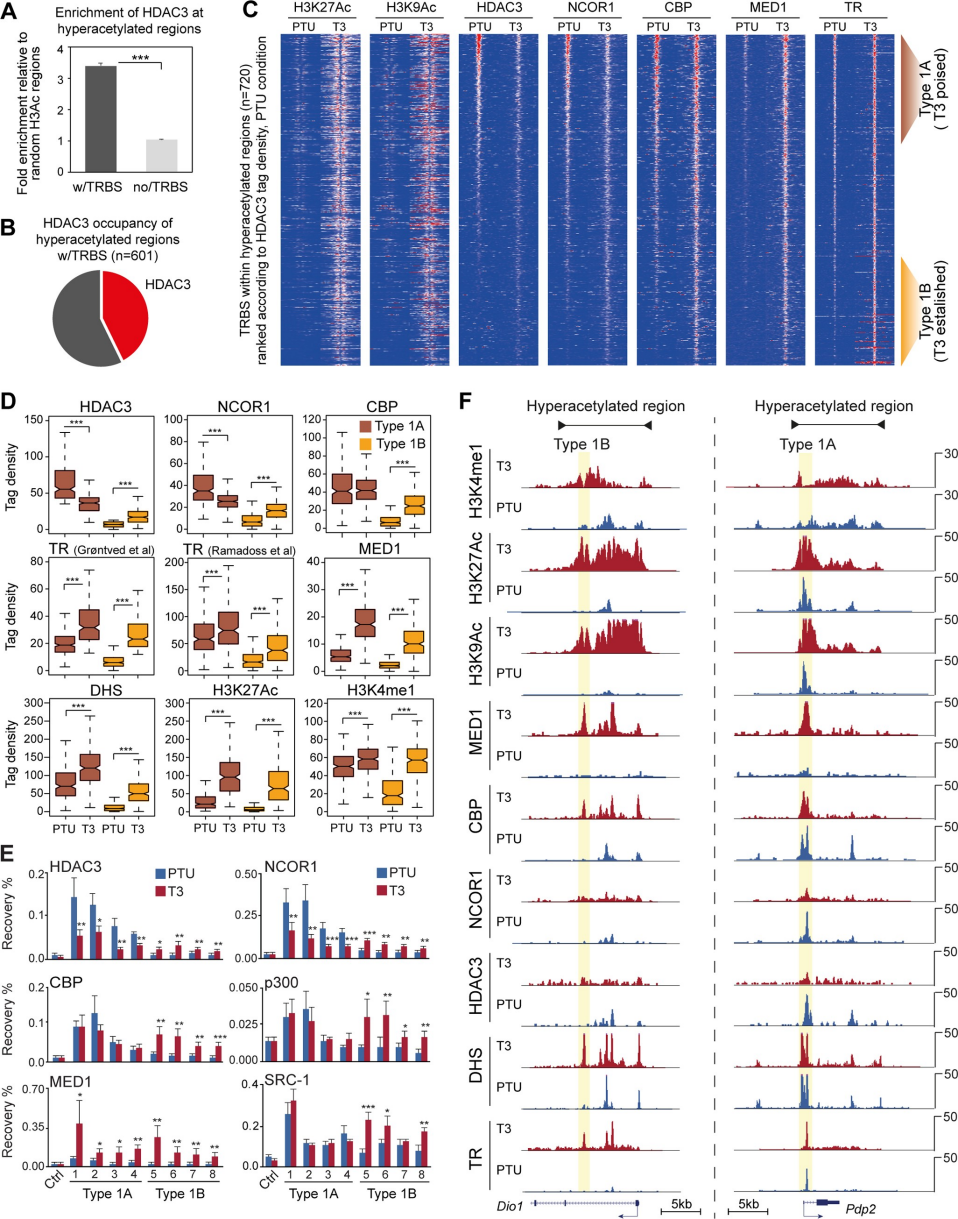
Occupancy of transcriptional co-regulators at TRBSs within T3 hyperacetylated regions. (A) Enrichment of HDAC3 occupancy within hyperacetylated regions compared to random selected H3 acetylated regions. Statistical test was performed by a Wilcoxon Signed Rank Test, ***p<0.001. (B) Fraction of hyperacetylated regions containing a TRBS (w/TRBS) occupied by HDAC3. (C) Heatmap illustrating H3K27Ac, H3K9Ac, co-regulator and TR occupancy at TRBSs within hyperacetylated regions (n = 720). TRBSs are sorted according to HDAC3 occupancy in hypothyroid condition. Type 1A TRBSs, poised enhancers, are defined by high occupancy of HDAC3, CBP and H3K4me1. Type 1B TRBSs, T3-established enhancers, are defined by low occupancy of HDAC3, CBP and H3K4me1 in absence of T3. (D) ChIP-seq tag density of histone modifications, DHS, TR and co-regulators at TRBSs associated with poised (type 1A) and T3-established enhancers (type 1B). Statistical difference was determined by a Wilcoxon Signed Rank Test. (E) ChIP-qPCR for four type 1A TRBSs (1–4) and four type 1B TRBSs (5–8). Genomic coordinates can be found in S2 Table. Statistical difference was determined by Student’s t-test (n = 4), *p<0.05, **p<0.01 and ***p<0.001. (F) Example of co-regulator occupancy of hyperacetylated regions near T3-regulated genes *Dio1* and *Pdp2*.

To further characterize the hyperacetylated enhancers associated with TRBSs (type 1 actions of T3) we initially extracted all TRBSs within hyperacetylated regions (n = 720). 

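Each TRBS in S2 Data was 400 bp long. A close DR4 match, defined as at least 10 of 12 half-site bases, was present in 287 of 720 TRBSs (39.9%). In sequence of the same length 1 kb to either side, the share was 4.72% and 5.97%. Direct repeats of the same half-sites with a spacing of 0 to 3 or 5 to 8 bases were found in at most 16.1% of the TRBSs, the value for a spacing of 1 base (p = 5.6e-24 for DR4 against this spacing, two-sided Fisher's exact test). Both spacings were scored on the same TRBSs, which this test treats as separate sets, so the p-value does not strictly apply.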

We subsequently quantified occupancy of different co-regulators known to interact with unliganded TR (HDAC3 and NCOR1) and ligand bound TR (CBP, p300, SRC1 and MED1). Note that p300 and SRC1 were only quantified at selected genomic regions due to low ChIP-seq signal to noise ratio for these factors. Based on HDAC3 ChIP-seq tag density in hypothyroid condition we binned the TRBSs in high and low HDAC3 bound regions, referred to as type 1A and type 1B TRBS, respectively (Fig 3C and 3D). This clearly showed that only a subset of TRBSs were occupied by the histone deacetylase in absence of hormone, also illustrated by the frequency of identified HDAC3 peaks in hypothyroid condition (S6A Fig). Moreover, the pattern of HDAC3 occupancy was confirmed by NCOR1 ChIP-seq (Fig 3C and 3D). Importantly, acute T3-induced H3K27Ac of type 1A and type 1B showed a similar pattern, where the majority of TRBSs were hyperacetylated within two hours of T3 treatment (S6B Fig). Collectively, this indicates that the NCoR complex is not actively engaged in histone hypoacetylation at all putative TRBSs, suggesting that the canonical bimodal switch model does not fully explain enhancer activation by TR bound directly to DNA.

In hypothyroid condition TR primarily occupied type 1A TRBSs (S6A Fig), suggesting that TR potentially recruits the NCoR complex to chromatin to maintain histone hypoacetylation specifically at type 1A sites. Interestingly, we found that the histone acetyltransferases CBP, p300 and SRC1 occupied these regions in both hypo- and hyperthyroid condition (Fig 3C–3E), suggesting that occupancy of HATs is not obligatory associated with hyperacetylated chromatin but can also be found at hypoacetylated regions. Similar findings have been reported for poised enhancers during embryonic development, where CBP can interact with hypoacetylated chromatin in ES cells poised for activation during differentiation [5,47]. Thus, type 1A TRBSs may represent poised hepatic enhancers in hypothyroid condition. Accordingly, we found relatively high H3K4me1 levels at these enhancers (Fig 3D), also indicative of poised enhancer status [2]. Upon activation by T3, HDAC3 and NCOR1 occupancy was reduced and CBP, p300 and SRC1 occupancy remained unchanged (Fig 3C–3E), suggesting that T3-induced H3 hyperacetylation at these poised TRBSs is mediated by decreased occupancy of HDACs rather than increased occupancy of HATs.

Focusing on the type 1B TRBSs showed that occupancy of CBP, p300 and SRC-1, as well as HDAC3 and NCOR1, was increased in response to T3 (Fig 3C–3E). Together with the more pronounced gain in chromatin accessibility and increased H3K4me1 (Fig 3D), suggest that this group of TRBSs is inaccessible and inactive in hypothyroid conditions and T3 treatment establishes accessible and active enhancers. TR occupancy at type 1B TRBSs was relatively low in hypothyroid condition (S6A Fig), indicating that TR is not involved in maintenance of a hypoacetylated state in absence of T3. However, as TR together with HATs were strongly recruited to these sites in presence of T3 (Fig 3D and 3E), suggests that hyperacetylation is mediated by TR and HAT recruitment. Importantly, using an unrelated TR ChIP-seq data set [33] confirmed T3-dependent recruitment of TR to chromatin at type 1B TRBSs (Fig 3D). Although this unrelated TR ChIP-seq dataset was based on tagged TR overexpression in liver, potentially overestimating TR occupancy, it agrees well with the ChIP-seq data probing endogenous TR. Interestingly, ChIP-seq against MED1 suggests that the mediator complex was generally recruited to hyperacetylated TRBS in a ligand-dependent manner (Fig 3C–3E). Thus, whereas the HATs can occupy hypoacetylated chromatin, MED1 recruitment is strictly associated with ligand bound TR at hyperacetylated chromatin. This agrees well with previous studies showing that MED1 is required for full TR activity [48] and histone hyperacetylation precedes MED1 [49].

Taken together these data indicate that type 1 actions of TR should be subdivided into at least two categories. The high NCOR1-HDAC3 occupied TRBSs (type 1A) are poised enhancers, where the NCoR complex may function as a histone acetylation rheostat regulating the overall level of histone acetylation deposited by HATs. In contrast, activation of low NCOR1-HDAC3 occupied TRBSs (type 1B) is established in a T3-dependent manner by recruitment of TR and HATs leading to increased histone acetylation. Regions near the well-known TR target genes, *Pdp2* and *Dio1*, represent examples of poised (type 1A) and established (type 1B) TRBSs, respectively (Fig 3F).

### Disrupted NCoR-TR interaction leads to increased histone acetylation at a subset of TR-regulated enhancers

The poised enhancer model described above infers that disruption of NCoR recruitment to chromatin will result in increased histone acetylation at unliganded type 1A TRBSs and not type 1B TRBSs. To test this, we used the L-NCOR1ΔID mouse model. These mice express a liver-specific NCOR1 mutant lacking two TR interaction domains resulting in disruption of NCoR interaction with TR [50]. In agreement, we observed considerable decreased HDAC3 occupancy of TRBSs in the livers from L-NCOR1ΔID mice compared to WT mice in hypothyroid condition (Fig 4A and S6C and S6D Fig). Interestingly, reduced HDAC3 occupancy was also observed for a number of non-TRBSs, suggesting that the deleted domains may be important for NCOR1-HDAC3 recruitment to other transcriptional regulators than TR. With focused attention on all T3-regulated regions harbouring a TRBS (defined in Fig 1D) we found that 33% of the 601 T3-regulated enhancers became hyperacetylated at H3K9 and H3K27 in NCOR1ΔID compared to WT (Fig 4B and 4C). Importantly, this indicates that histone hypoacetylation at the majority of TRBSs is not dependent on NCoR occupancy, in agreement with previous findings from a NCOR1 KO model [38]. This supports the observation that only a fraction of TRBSs is occupied by NCOR1-HDAC3 in hypothyroid condition.

**Fig 4:**
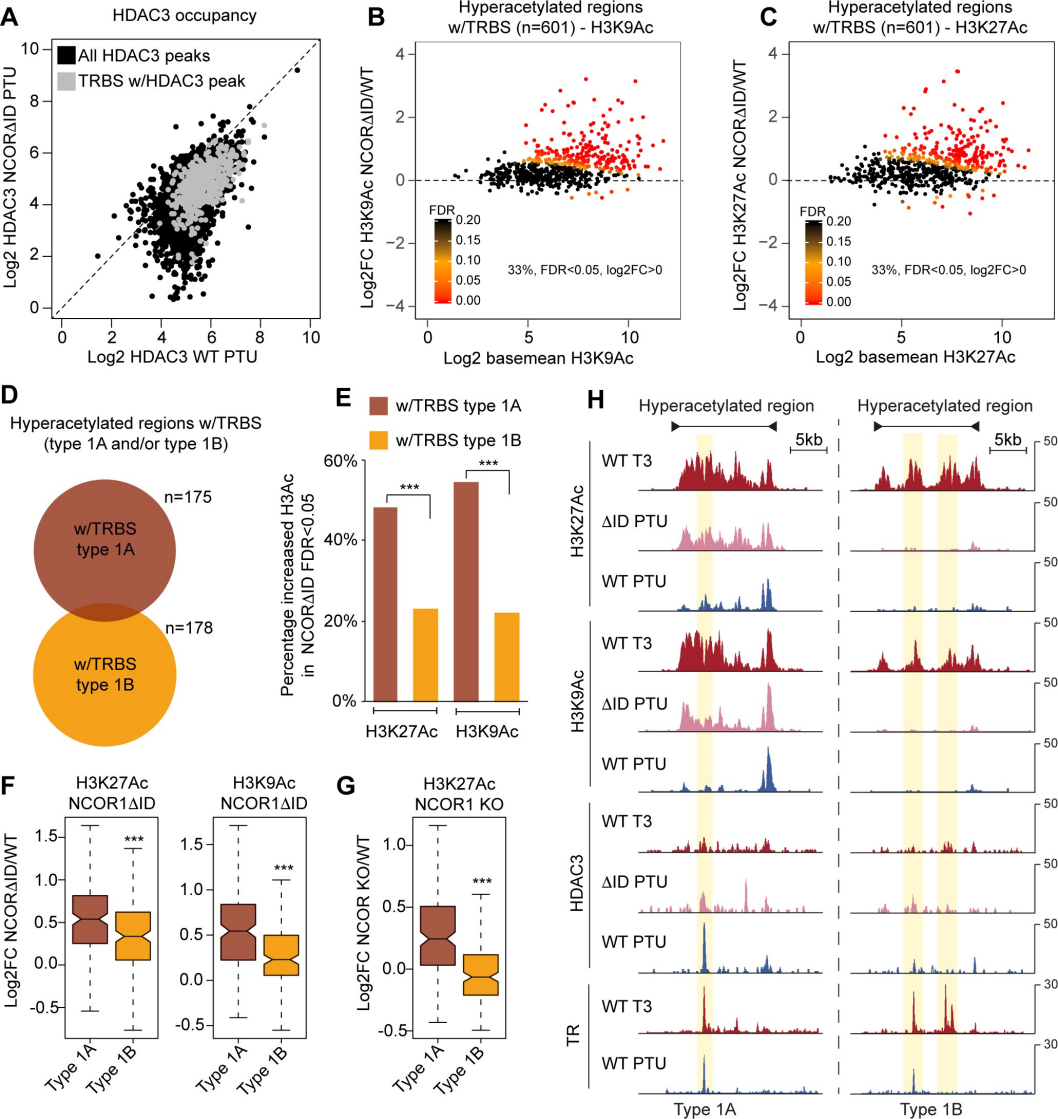
Histone acetylation of TR occupied regions due to disrupted interaction between TR and NCoR. (A) HDAC3 occupancy of chromatin in WT mice and mice expressing a mutated NCOR1 (NCOR1ΔID) unable to interact with TR. TRBSs occupied by HDAC3 are marked with grey. (B) Differential H3K9Ac of hyperacetylated regions in WT hypothyroid mice compared to hypothyroid NCOR1ΔID mice. (C) Differential H3K27Ac of hyperacetylated regions in WT hypothyroid mice compared to hypothyroid NCOR1ΔID mice. (D) Genomic overlap of hyperacetylated regions occupied by TR (w/TRBS) and low or high occupancy of NCOR1-HDAC3. (E) Fraction of hyperacetylated regions with increased H3K9Ac and H3K27Ac in livers from hypothyroid L-NCOR1ΔID mice compared to hypothyroid WT mice. ***Fisher’s exact test p< 0.001. (F) Fold change of H3K9/27Ac at hyperacetylated regions occupied by TR and associated with high and low occupancy of NCOR1-HDAC3 in livers from hypothyroid L-NCOR1ΔID mice compared to hypothyroid WT mice. Statistical difference was determined by a Wilcoxon Signed Rank Test, ***p<0.001. (G) Fold change of H3K27Ac at hyperacetylated regions occupied by TR and associated with high and low occupancy of NCOR1-HDAC3 in livers from hypothyroid NCOR1 KO mice compared to hypothyroid WT mice. Statistical difference was determined by a Wilcoxon Signed Rank Test, ***p<0.001. (H) Examples of hyperacetylated regions occupied by type 1A TRBS (left, chr16:21,817,000–21,842,000) and type 1B TRBS (right, chr2:167,527,000–167,558,000).

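S2 Data marks 240 TRBSs as type 1A, 240 as type 1B and 240 as neither. Placed on the deposited acetylated regions, 223 regions had a type 1A TRBS and 217 a type 1B TRBS, 20 of which had both. Regions in which each TRBS was type 1A numbered 182, and those in which each TRBS was type 1B numbered 180. Regions with a type 1A TRBS had a mean size of 9319 bp (SD 7101 bp between regions), and those with a type 1B TRBS 7227 bp (SD 6108 bp). At Pdp2 on chromosome 8, a region of 13434 bp that held the TSS had a single TRBS, which was type 1A. At Dio1 on chromosome 4, a region of 16483 bp held the TSS and 3 TRBSs, of which 1 was type 1A, 1 type 1B and 1 neither. The region shown as a type 1A example in Fig 4H, on chromosome 16 from position 21824807 to 21837442, had 1 type 1A TRBS and lay in a SE of 39626 bp. The type 1B example, on chromosome 2 from position 167534475 to 167553195, had 2 type 1B TRBSs and 1 of neither type.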

To further characterize the function of NCoR we isolated hyperacetylated regions occupied by type 1A and type 1B TRBSs (Fig 4D). In agreement with the proposed poised enhancer model, we found that the percentage of the T3-regulated regions containing type 1A TRBSs showed more pronounced increased acetylation in the NCOR1 mutant compared to regions with type 1B TRBSs (Fig 4E). Moreover, the overall fold change of histone acetylation was more pronounced at regions with type 1A TRBSs compared to regions with type 1B TRBSs (Fig 4F). To validate this, we used previously published H3K27Ac ChIP-seq data from hypothyroid liver-specific NCOR1 KO mice [38] and found increased histone acetylation in NCOR1 KO specifically at regions with type 1A TRBSs (Fig 4G). Fig 4H illustrates examples of hyperacetylated regions with type 1A and type 1B TRBSs.

### Derepressed TRBS correlates with derepressed gene expression

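RNA sequencing (RNA-seq) of poly(A) RNA measured transcript levels in the liver of 4 hypothyroid and 4 hyperthyroid WT mice. Table S3 lists 29255348 to 38372446 uniquely aligned reads per hypothyroid library and 21376369 to 26189084 per hyperthyroid library. The authors deposited RPKM values, which are reads per kilobase scaled to the uniquely aligned reads, for each transcript and library, and 1 transcript per gene was kept. At the filter of 0.1 RPKM in at least 4 libraries, a value rests on 2.14 to 3.84 reads per kilobase of transcript, so that small changes near this level were not detectable. limma was fitted to log2(RPKM + 0.1) of the 13941 genes that passed, with Benjamini-Hochberg adjustment. At an adjusted p under 0.01 and a log2 fold change above 1 in size, 1155 genes were higher and 484 lower in hyperthyroid mice. As a ratio, the choice of pseudocount moved these counts most, to 575 and 319 with a pseudocount of 1. The median log2 fold change of all genes tested was 0.23. Scaling the libraries to equal medians of gene ratios brought this median to 0.01 and gave 746 higher and 679 lower genes. Thrsp rose from 322 ± 128 to 1597 ± 652 RPKM (mean ± SD, log2 fold change 2.29, limma adjusted p = 8.1e-04), and Proca1 from 0.872 ± 0.144 to 5.87 ± 0.661 RPKM (2.62, adjusted p = 4.5e-06). Pdp2 rose from 4.24 ± 2.24 to 27.8 ± 4.96 RPKM (log2 fold change 2.81, limma adjusted p = 1.7e-04). Dio1 rose from 18.5 ± 26.3 to 544 ± 74.7 RPKM (6.20, limma adjusted p = 0.0012), with 57.7 RPKM in hypothyroid replicate 3 and 0.719 to 8.98 RPKM in the other hypothyroid libraries. Without that library the log2 fold change of Dio1 was 7.20. In each of these 4 genes, every hyperthyroid library was above every hypothyroid library. Of 20 genes that the paper names or whose proteins it discusses, 15 were higher in hyperthyroid mice at an adjusted p under 0.01 over all genes tested, and 16 when adjusted over the list alone. No cut on fold change was applied to this list. Among the 15, Ep300 (log2 fold change 0.38), Med1 (0.41), Rxra (0.49) and Ncoa1 (0.71) rose by less than 1. Part of such small rises may be the shift of all genes (median 0.23). Ep300 lost its call in each fit that left out 1 library. The genes with the highest rise were Cyp3a44 (log2 fold change 7.76), Cyp3a16 (7.72) and Cyp17a1 (7.37), where the first 2 are close relatives between which reads may have been divided. Cyp4a12b (-7.06), Hsd17b6 (-6.62) and Cyp2c23 (-6.19) fell most.

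**Figure D3:**
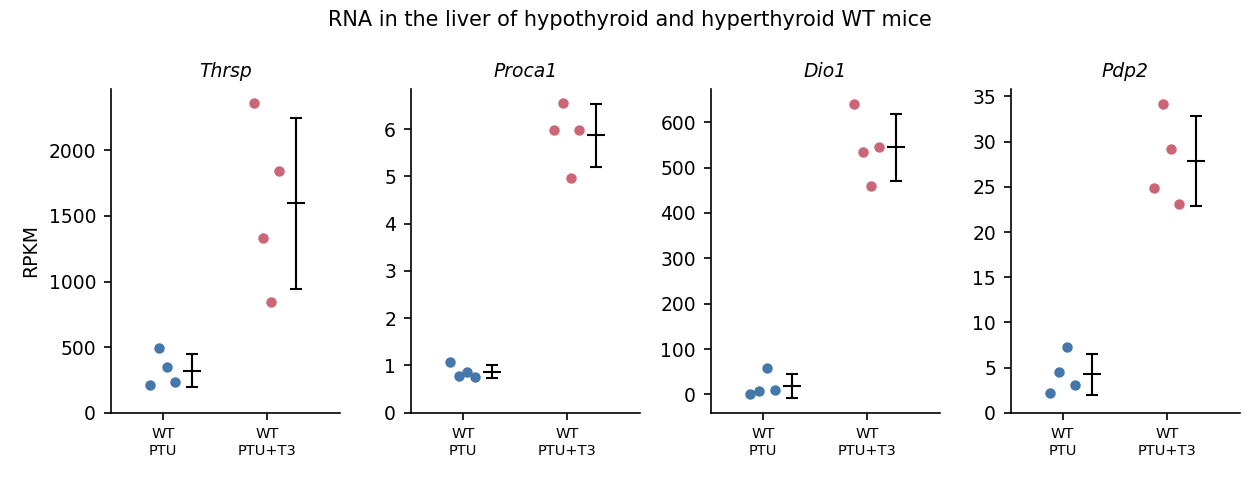
RPKM of Thrsp, Proca1, Dio1 and Pdp2 in each of 4 hypothyroid (PTU) and 4 hyperthyroid (PTU+T3) WT libraries. Bars give the mean and SD.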

To link histone hyperacetylation to gene expression we initially performed RNA-seq in hypo- and hyperthyroid WT mice and identified 1015 genes induced by T3 treatment (Fig 5A). Of these genes, 472 (47%) were associated with at least one hyperacetylated region within 100kb of the TSS (Fig 5A). In contrast, 2% of T3-repressed genes were associated with hyperacetylated regions, indicating a strong correlation between T3-induced histone hyperacetylation and T3-induced gene expression (Fisher's exact test < 2.2e-16). 

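A gene was scored as near a region when its TSS lay within 100 kb of the region. Of 1115 T3-induced genes with a GENCODE M1 position, 317 (28.4%) were near an acetylated region with a TRBS, compared to 970 of 11835 genes (8.20%) that were tested and neither induced nor repressed (odds ratio 4.45, p = 2.1e-76, two-sided Fisher's exact test). Neighbouring genes can share a region, so that the genes are not fully independent. Hyperacetylated regions without a TRBS are not included. In 1000 draws of acetylated regions without a TRBS, matched on length, the odds ratio was at most 1.27 with a median of 0.919. Regions with a TRBS were selected for increased acetylation after T3, and the drawn regions were not. The enrichment therefore cannot be assigned to TR binding. With a pseudocount of 1 the share moved most, to 42.4% of 557 genes.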

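Among 459 T3-repressed genes with a position, 22 (4.79%) were near an acetylated region with a TRBS, a lower share than among genes with neither response (odds ratio 0.564, p = 0.0066, two-sided Fisher's exact test). At a distance of 50 kb the share was 1.74%. At 200 kb it was 13.5% (odds ratio 0.842, p = 0.237 in the exact test), and with a pseudocount of 1 it was 6.25% of 304 genes (odds ratio 0.727, p = 0.208), so that the lower share was not detectable under these settings. From the difference between induced and repressed genes, the paper concludes that hyperacetylation by T3 is strongly correlated with induction of gene expression.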

Out of the 472 genes associated with hyperacetylated regions, about a third was associated with nearby hyperacetylated regions without a TRBS. And two thirds of the genes were associated with hyperacetylated regions with a TRBS (Fig 5B), suggesting a gene regulatory function for both types of hyperacetylated enhancers defined in Fig 1. 

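T3-induced genes near an acetylated region with a TRBS had a median of 2.76 RPKM in hypothyroid mice and 12.6 RPKM in hyperthyroid mice, each gene represented by the mean of 4 libraries. All other T3-induced genes with a position had medians of 0.854 and 2.72 RPKM. These comprise genes near hyperacetylated regions without a TRBS and genes near no hyperacetylated region, which were not separated here. On the log2 scale the medians differed by 1.58 in hypothyroid and 2.18 in hyperthyroid mice (permutation p = 1e-05 for each, two-sided, the smallest that 100000 permutations can give).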

Interestingly, gene expression in hypothyroid condition as well as in presence of T3 was lower for T3-regulated genes associated with hyperacetylated regions without a TRBS compared to genes associated with hyperacetylated regions with a TRBS (Fig 5C). This agrees well with the general lower acetylation level of T3-regulated regions not bound by TR (S2H Fig), consistent with previous findings reporting direct correlation between gene expression and the level of nearby histone acetylation [2,51].

**Fig 5:**
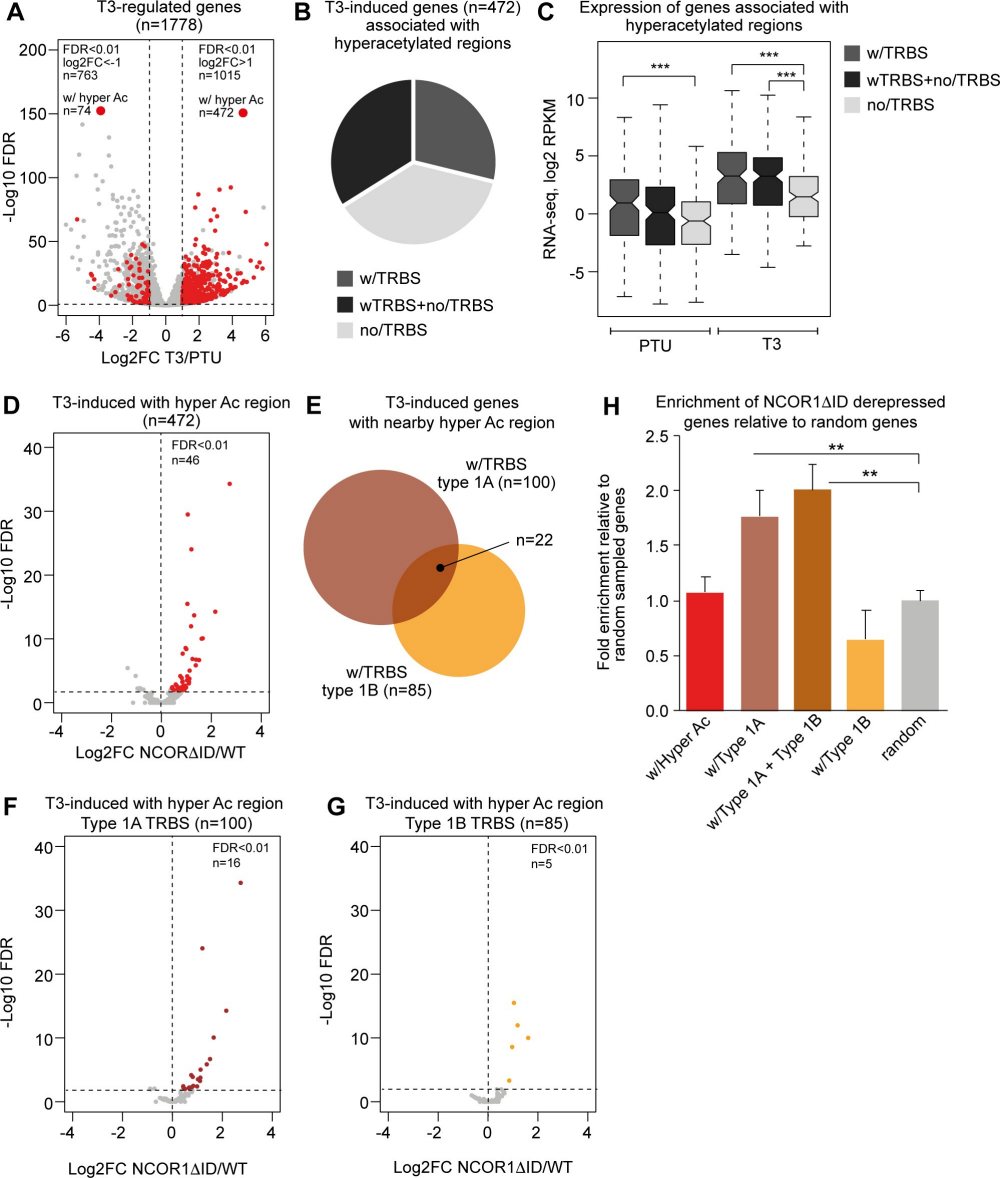
Expression of genes associated with hyperacetylated regions with and without occupancy of HDAC3. (A) Differentially expressed genes in hyperthyroid condition. Genes associated with hyperacetylated regions are marked by red. Genes are scored positive if one or more hyperacetylated regions are within 100kb of the transcriptional start site of the gene. The number of induced and repressed genes at FDR<0.01 and log2FC of one are indicated. (B) Fraction of T3-induced genes with nearby hyperacetylated regions with and without TRBSs. (C) Expression of genes associated with hyperacetylated regions as sequenced reads per kilo base per million total reads (RPKM). Statistical difference was determined by a Wilcoxon Signed Rank Test, ***p<0.001. (D) Differential expression of T3-induced genes associated with hyperacetylated regions in hypothyroid WT mice compared to hypothyroid L-NCOR1ΔID mice. Red marks induced genes in L-NCOR1ΔID mice at FDR<0.01 and log2FC>0. (E) Number of T3-induced genes associated with hyperacetylated type 1A (brown) or type 1B (orange) TRBSs. (F) Differential expression of T3-induced genes associated with type 1A TRBSs in hypothyroid WT mice compared to hypothyroid L-NCOR1ΔID mice. Brown marks induced genes in L-NCOR1ΔID mice at FDR<0.01 and log2FC>0. (G) Differential expression of T3-induced genes associated with hyperacetylated regions occupied by type 1B TRBSs in hypothyroid WT compared to hypothyroid L-NCOR1ΔID mice. Yellow marks induced genes in L-NCOR1ΔID mice at FDR<0.01 and log2FC> 0. (H) Enrichment of genes induced in hypothyroid L-NCOR1ΔID mice relative to random selected genes. Genes are binned according to association with hyperacetylated type 1A and/or type 1B TRBSs. Ten different sets of 1000 randomly selected genes from all annotated genes were used as control. Statistical difference is calculated using a Student’s t-test (n = 10), **p<0.01.

To specifically test if NCoR recruited to TRBS in hypothyroid condition is involved in nearby gene expression, we performed RNA-seq from liver of hypothyroid L-NCOR1ΔID mice and analysed differential gene expression compared to hypothyroid WT mice. 

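L-NCOR1ΔID mice express in the liver a mutant NCOR1 that lacks TR interaction domains, which disrupts the interaction of NCoR with TR. RNA-seq from 4 hypothyroid L-NCOR1ΔID mice was compared to the 4 hypothyroid WT libraries that also served as the controls for T3. Table S3 lists 38221861 to 42837436 uniquely aligned reads for the mutant libraries. Total Ncor1 RNA was 14.7 ± 0.665 RPKM in WT and 13.0 ± 0.844 RPKM in L-NCOR1ΔID mice (mean ± SD, log2 fold change -0.18, limma adjusted p = 0.20). A value per gene cannot show which exons were lost. Of 13790 genes tested by the same model, 100 were higher and 75 lower in L-NCOR1ΔID mice at an adjusted p under 0.01. Without a filter on low values the counts were 21 and 22, and without L-NCOR1ΔID replicate 3 they were 36 and 38. Mug2 rose most, from 10.3 ± 2.45 to 221 ± 37.8 RPKM (log2 fold change 4.42, limma adjusted p = 2.0e-05), with every mutant library above every WT library. Its family has close paralogs, between which reads may have been divided. Gpx6 (log2 fold change 4.10) and Akr1b7 (4.01) were the next, where Gpx6 stayed past the threshold in 2 of the 8 fits that left out 1 library. Ren1 fell by 7.37 and Ren2 by 7.31 on the log2 scale, and their reads cannot be assigned with certainty because these genes are nearly identical in sequence. Obp2a fell by 5.45 and stayed past the threshold in 4 of these 8 fits. The mice were of a mixed strain background, and strain variants at Mug2, Ren1 and Ren2 were not examined.

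**Figure D4:**
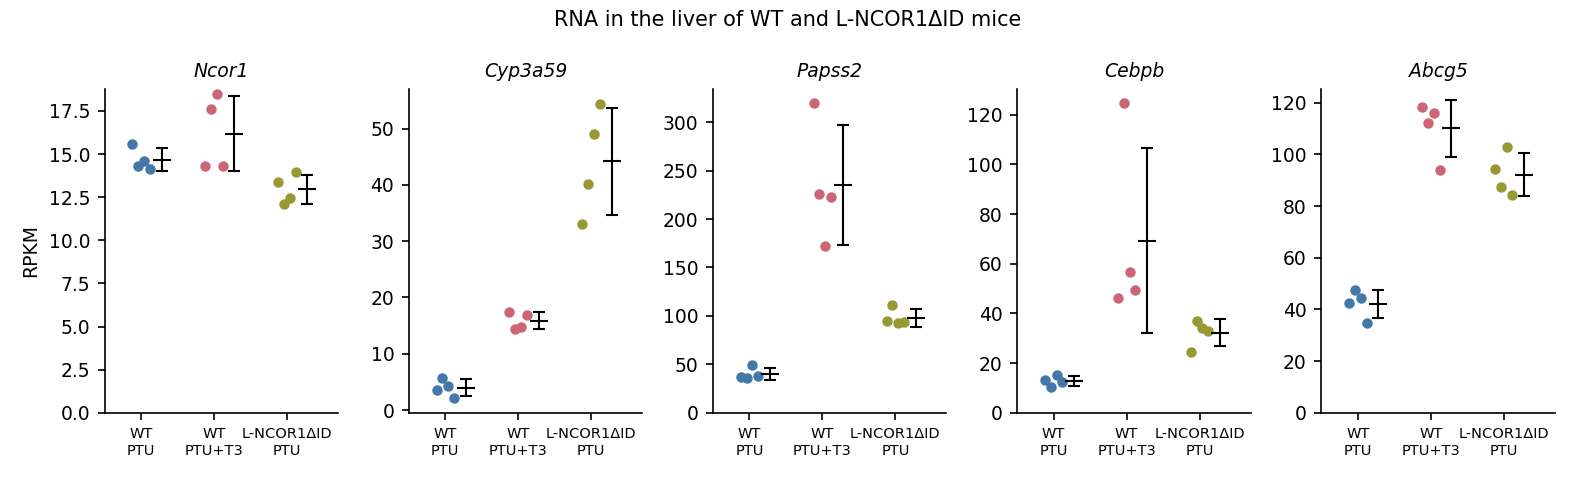
RPKM of Ncor1, Cyp3a59, Papss2, Cebpb and Abcg5 in each of 4 hypothyroid WT (PTU), 4 hyperthyroid WT (PTU+T3) and 4 hypothyroid L-NCOR1ΔID (PTU) libraries. Bars give the mean and SD.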

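Of 1065 T3-induced genes that were tested in L-NCOR1ΔID mice, 28 were higher and 4 lower than in hypothyroid WT mice. Among T3-induced genes near an acetylated region with a TRBS, 13 of 292 (4.45%) were higher, and among those not near one, 15 of 737 (2.04%, odds ratio 2.24, p = 0.0528, two-sided Fisher's exact test). The log2 fold change was above 0 in 67.1% of the former and 81.1% of the latter, compared to 56.0% of all genes tested with a position. T3-repressed genes were lower in 29 cases and higher in 4.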

Strikingly, only a minority (10%) of the T3-induced genes were affected in mice expressing NCOR1ΔID (Fig 5D). This suggests that chromatin bound NCOR1-HDAC3 only controls a small subset of T3-regulated genes in hypothyroid condition which agrees well with previous studies of NCOR1 KO mice [38]. 

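Within 100 kb of the TSS, 158 T3-induced genes had an acetylated region with a type 1A TRBS and 121 had one with a type 1B TRBS. Of these, 38 had both. For L-NCOR1ΔID mice, 146 and 113 of them passed the filter on low values.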

To specifically analyse the effect of the NCOR1ΔID mutant on TRBSs associated with the NCoR complex (as defined in Fig 3C) we extracted genes associated with type 1A TRBS (n = 100 genes) and genes associated with type 1B TRBS (n = 85 genes) (Fig 5E). Quantification of genes regulated by NCOR1ΔID within these two groups of genes showed that 16 of the type 1A TRBS associated genes (16%) were induced in presence of NCOR1ΔID (Fig 5F), whereas this could only be observed for 5 genes (6%) associated with regions with type 1B TRBSs (Fig 5G, p-value = 0.037, Fisher's exact test). This indicates that the NCoR complex is more important for the repression of genes associated with a TRBS with high NCoR occupancy than at TRBS with low NCoR occupancy. This is further illustrated by comparing the fold enrichment of genes regulated in hypothyroid NCOR1ΔID mice relative to sets of 1000 random selected genes (Fig 5H). 

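Higher expression in hypothyroid L-NCOR1ΔID mice was found for 7 of 146 genes near a type 1A region (4.79%) and 6 of 113 near a type 1B region (5.31%). Leaving out genes near both types, the share near type 1A minus that near type 1B regions was -0.676 percentage points (p = 1, two-sided Fisher's exact test), and without a filter on low values it was 1.94 points (p = 0.526). The genes near type 1A regions were Cyp3a59, Papss2, Dhrs9, Cyp3a16, Hmox2, Map3k13 and Pdlim1, and those near type 1B regions Abcg5, Papss2, Cebpb, Cyp3a16, Abcg8 and Als2cl. Hmox2, Map3k13, Pdlim1, Abcg8 and Als2cl are named because of their values. Of 8 fits that left out 1 library, Cyp3a16 was past the threshold in 3, Cebpb in 6 and Dhrs9 in 4, and in the other 4 Dhrs9 did not pass the filter on low values. Cyp3a59 rose from 3.96 ± 1.51 to 44.2 ± 9.45 RPKM (mean ± SD, log2 fold change 3.50, limma adjusted p = 3.9e-04), and reads may have been divided among the Cyp3a genes. Papss2 rose from 39.9 ± 6.05 to 98.0 ± 9.16 RPKM (log2 fold change 1.30, limma adjusted p = 5.0e-04), and Abcg5 from 42.2 ± 5.50 to 92.2 ± 8.31 RPKM (1.13, adjusted p = 9.5e-04). In each of these 3 genes every mutant library was above every WT library. Over all fold changes, the median on the log2 scale was 0.29 for 109 genes near type 1A and not type 1B regions, of which 76.1% were above 0. For 76 genes near type 1B and not type 1A regions the median was -0.00225 and 50% were above 0 (difference 0.29, permutation p = 2.5e-04 across genes, two-sided). These 76 genes include 13 Mup genes from 1 locus on chromosome 4, each below 0, whose reads cannot be assigned with certainty between paralogs. Without the Mup genes, which were singled out after the values were seen, the difference was 0.13 (permutation p = 0.0871). From the numbers of induced genes in its Fig 5F and Fig 5G, the paper concludes that NCoR is more important for repression of genes near TRBSs with high than with low NCoR occupancy.

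**Figure D5:**
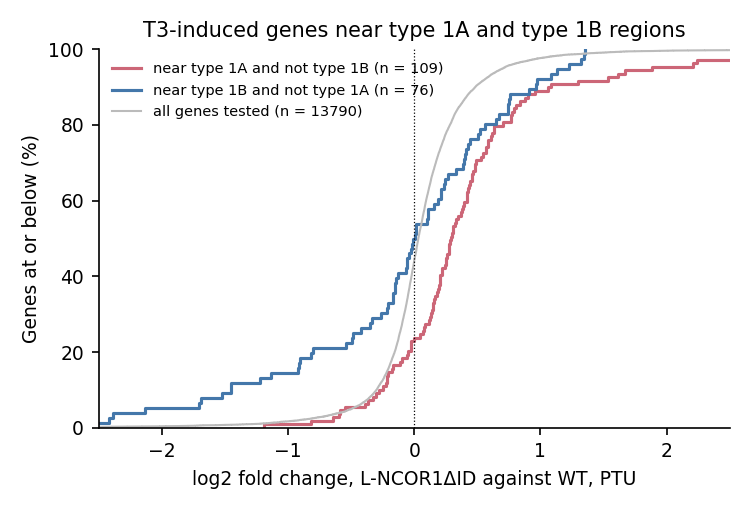
Cumulative share of T3-induced genes by log2 fold change in hypothyroid L-NCOR1ΔID against hypothyroid WT mice, for genes near type 1A and not type 1B regions and genes near type 1B and not type 1A regions. The lower tail of the type 1B curve holds the Mup genes of 1 locus. All genes tested are shown in grey.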

Genes associated with nearby occupancy of NCOR1-HDAC3 (type 1A TRBS) have a higher tendency to be deregulated in the NCOR1ΔID mutant compared to genes not associated with NCOR1-HDAC3 (type 1B TRBS) or randomly selected genes.

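Among all tested genes with a position, those higher in L-NCOR1ΔID mice were 6.55 times as frequent near type 1A regions when T3-induced (odds ratio 7.28, p = 9.6e-05, two-sided Fisher's exact test). For T3-induced genes near type 1B regions the frequency was 7.25 times that of all genes (odds ratio 8.04, p = 1.8e-04, two-sided Fisher's exact test). The share among the remaining genes was 0.687% in the first comparison and 0.693% in the second. Most of these were not T3-induced, so the ratios do not separate closeness to a TRBS from induction by T3. Of T3-induced genes not near a region with a TRBS, 2.04% were higher in L-NCOR1ΔID mice. Without L-NCOR1ΔID replicate 3, the share for type 1A regions was 1.39% (odds ratio 5.37, p = 0.0590 in the exact test). For type 1B regions it was then 1.82% (odds ratio 7.08, p = 0.0364 in the exact test). Without a filter on low values, the shares were 2.21% for type 1A (p = 2.5e-04) and 1.04% for type 1B regions (p = 0.0841, both in the exact test).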

## Discussion

Here we used a genomics approach to study enhancer activation by T3 in liver tissue. We focused exclusively on enhancers hyperacetylated in response to hormone treatment and found that enhancers are activated by several possible mechanisms depending on the chromatin context. These include a) hyperacetylation of poised enhancers as a result of HDAC3 loss and not increased HAT recruitment to the enhancer, b) hyperacetylation of dormant enhancers as a result of TR and HAT recruitment to the enhancer and c) hyperacetylation of enhancers not bound by TR in part as a result of higher-order chromatin structures. Importantly, hyperacetylation at all T3-regulated enhancers require functional TR expression. Moreover, we observed that MED1 is generally ligand dependently recruited to TR-bound hyperacetylated enhancers, suggesting that mediator recruitment is a hallmark of hyperacetylated TR occupied enhancers in response to T3.

Hypoacetylated enhancers, associated with H3K4me1, hypersensitive to DNase and co-occupied by HATs and HDACs, are inactive yet poised for activation when the right molecular signal arrives [1]. We show that poised enhancers bound by unliganded TR are co-occupied by HATs and the NCoR complex capable of acetylating and deacetylating lysines at histone tails, respectively. HATs do not interact directly with unliganded TR [10,11] but interaction with TR occupied enhancers could be mediated by RXR possibly though SRCs [52–54] or other transcription factors occupying the enhancers (Fig 6A). Interestingly, although HATs interact with poised enhancers overall histone hypoacetylation is maintained either by selective control of the HAT activity or by actively deacetylating histones by NCoR recruitment. We show that disruption of NCoR interaction with TR leads to hyperacetylation of a subset of TR bound poised enhancers. However, it is important to note that only half of the poised enhancers, occupied by high levels of NCOR1-HDAC3, were hyperacetylated as a result of NCOR1-HDAC3 depletion (Fig 4E). This argues for additional NCOR1 independent mechanisms for histone hypoacetylation as suggested previously [38]. Thus, additional histone deacetylase complexes, such as SIN3A complexes containing HDAC1 or HDAC2, may be involved in active histone hypoacetylation at TRBSs when NCOR1-HDAC3 is depleted [55,56]. An alternative explanation may include differential activity of HATs at the NCOR1-HDAC3 depleted TRBS in hypothyroid condition. A prerequisite for hyperacetylation, as a result of NCoR depletion, is increased activity of pre-occupied or recruited HATs. Enhancer selective CBP activity has been demonstrated in several studies and involves multiple mechanisms including eRNAs [57] and posttranslational modifications [58–60]. Thus, increased histone acetylation upon NCoR depletions may be determined by a combination of HDAC depletion and residual HAT activity at the TRBSs in a chromatin context dependent manner.

**Fig 6:**
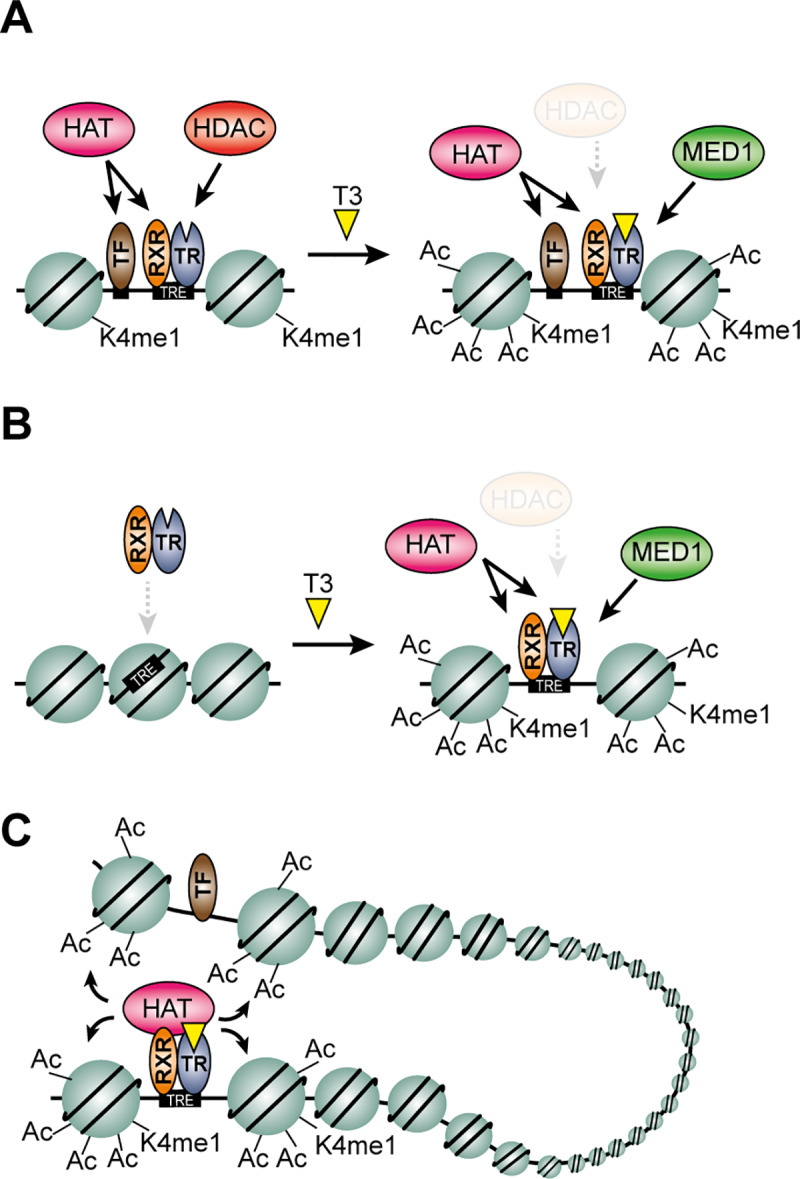
Models describing T3-dependent H3 hyperacetylation and activation of enhancers. (A) Poised enhancers (type 1A) are hyperacetylated as a result of HDAC3 disassociation from the TRBS. As HDAC3 occupancy is reduced, histone acetylation increases as a result of pre-occupied HATs. In addition, MED1 is recruited to the enhancers in a T3-dependent manner. (B) Dormant enhancers (type 1B) are hyperacetylated as a result of T3-dependent TR and HAT recruitment to chromatin. Activation of these enhancers is associated with increased chromatin accessibility, H3K4me1 and MED1 recruitment. (C) A subset of T3-activated enhancers is not occupied by TR yet activated in a TR-dependent manner. These enhancers are connected to TR occupied enhancers either though long-range interaction within TADs or local interaction within SEs. The TRE illustrates the TR response element, which predominantly consists of DR4 motifs.

Interestingly, we found a large fraction of TRBSs not associated with NCOR1-HDAC3 in hypothyroid condition. Compared to the poised TRBSs, these regions were less likely to be hyperacetylated in response to NCOR1-HDAC3 depletion. Moreover, these regions recruited TR and HATs in presence of T3, correlating with histone hyperacetylation. In addition, both DNase accessibility and H3K4me1 were dramatically increased at these regions in response to T3, suggesting that these dormant T3-responsive enhancers are established in a hormone-dependent manner (Fig 6B). Since the majority of these enhancers were H3K27Ac within 2h of T3 treatment suggests that these enhancers are directly regulated by T3 dependent recruitment of TR to chromatin. This agrees with recent observations showing that TR can be ligand dependently recruited to a subset of TRBSs and induce *de novo* chromatin accessibility [32,33]. Thus, hypoacetylation of these regions in absence of T3 is simply a consequence of a condensed chromatin environment with low occupancy of transcription factors and HATs. In agreement, we found that disruption of NCOR1 was less likely to result in increased histone acetylation compared to the poised enhancers. Importantly, correlation with gene expression analysis suggests that a number of T3-induced genes are regulated by enhancers controlled by ligand-dependent enhancer establishment. This agrees with earlier studies showing that a subset of T3-induced genes are not repressed by TR in hypothyroid condition [61].

In addition to the TRBS described above, we identified a number of enhancers hyperacetylated by T3 without any apparent occupancy of TR and presence of canonical TR response elements. Importantly, perturbed TR activity abolished T3-dependent hyperacetylation, demonstrating that these enhancers are regulated in a TR-dependent manner. In agreement, disrupted T3-induced hyperacetylation has also been observed in the liver of TRβ KO mice [62]. Interestingly, disrupted hyperacetylation is also observed in the liver of mice expressing TRβ mutant (TR GS) not able to bind DNA, suggesting that type 1 actions are predominantly involved in T3-mediated hyperacetylation [62]. Moreover, disrupting type 4 actions of TR does not impair histone hyperacetylation [62]. Thus, T3-mediated histone hyperacetylation of regions not occupied by TR is likely a consequence of secondary effects of type 1 actions of TR, including regulation of secondary TFs. We used extensive DNA motif analysis to test if secondary TR-regulated TFs may be involved in T3-dependent hyperacetylation, however, this failed to reveal obvious putative candidates. In contrast, analysis of the higher-order chromatin structure suggests that chromatin organization may be partly involved in T3-dependent hyperacetylation of enhancers without apparent occupancy of TR (Fig 6C). First, a fraction of T3-regulated enhancers, not occupied by TR, is located in SEs containing TRBSs. Second, hyperacetylated enhancers containing TRBS are interacting with a fraction of T3-regulated enhancers lacking TRBS. Using CRISPR-mediated genome editing it has previously been shown that deletion of a specific enhancer can lead to reduced H3K27Ac of interacting enhancers [63], suggesting possible functional hierarchy between interacting enhancers. Future functional studies of T3-regulated enhancers using genome editing technology will likely provide functional insights to communication between interacting T3-regulated enhancers.

The three different models shown in Fig 6 seek to explain different mechanisms controlling T3-induced histone acetylation, yet a direct link to T3-regulated genes remains a challenge. To initially address the question, we used a 100kb-to-TSS approximation approach with the obvious disadvantage of being unable to directly connect every hyperacetylated enhancer with a given gene promoter. We found that less than half of the identified T3-activated genes contained a hyperacetylated region within 100kb of the TSS. This suggests a) that a large proportion of T3-induced gene transcription may be regulated independently of H3 hyperacetylated enhancers or b) that a majority of T3-induced genes are controlled by hyperacetylated enhancers positioned more than 100kb from the TSS. To address this, future high-resolution enhancer-promoter capture HiC experiments will be essential. Interestingly, of the 472 T3-induced genes that were associated with nearby hyperacetylated regions, we found that only a small subset was dysregulated in the NCOR1ΔID mutant. This indicates that the canonical bimodal switch model, where NCoR represses gene expression in hypothyroid condition, only explains regulation of a minority of T3-regulated genes. Similar observations have been reported using NCOR1KO and TRKO models [38,61]. Thus, we suggest that T3-induced gene expression is explained by different mechanisms depending on the chromatin context of involved enhancers. This includes the mechanisms illustrated in Fig 6 and future mapping of the higher order chromatin structure in hypo- and hyperthyroid condition will help delineating regulatory mechanisms for individual T3-regulated genes.

In conclusion, we show that T3-regulated histone acetylation is controlled by a number of putative mechanisms, which do not fully agree with the prevailing bimodal switch model. This argues for revision of the model and provides additional insight to NCoR independent regulation of T3-responsive enhancers and highlight the complexity of hormone dependent gene regulation that may be relevant for other ligand-regulated transcription factors such as RAR, ER and VDR able to occupy chromatin in absence of agonist.

## Materials and methods

### Ethics sstatement

All animal work was performed in accordance with local rules and approved by the National Cancer Institute Animal Care and Use Committee (LMB-037).

### Mouse models

The L-NCOR1ΔID/ID (NCOR1ΔID) and the TRβPV/PV (TR-PV) mouse models were generated and assessed as described earlier [39,50,64]. L-NCOR1ΔID mice were maintained on a mixed C57BL/6;129S strain background. TR-PV mice and wildtype littermates were maintained on a C57BL/6J;NIH Black Swiss background. Only male mice were used in this study. Mice within each genetic background had similar age, total body and liver weights (S1 Table). Mice were housed in single or group cages at ~23°C, in a 12h light-dark cycle and had free access to water. To induce hypo- and hyperthyroidism we fed mice an *ad libitum* low iodine diet containing 0.15% PTU (TD.95125, Envigo Teklad) for 16 days leading to hypothyroidism as described previously [65]. Mice were subsequently randomized and injected intraperitoneal with 5μg of T3 (T2752, Sigma-Aldrich) or vehicle for the last 4–6 days resulting in a hypothyroid and hyperthyroid population [65]. On the last day of the T3 treatment protocol mice were sacrificed and livers were isolated and snap-frozen in liquid nitrogen. In the acute treatment setup hypothyroid mice were injected with a single dose of 5μg of T3 and sacrificed 2 and 6 hours later. On the last day of the T3 treatment protocol mice were sacrificed, and livers were isolated and snap-frozen in liquid nitrogen. The short-term treatment of PTU and PTU and T3 had no apparent effects on mouse body weight and liver weight (S1 Table).

### Chromatin immunoprecipitation

MED1, HDAC3, NCOR1, CBP, p300, SRC-1, H3K27Ac, H3K9Ac and H3K4me1 ChIP experiments were essentially performed as described in [66]. ~25mg of frozen liver material was used per IP from 3–4 mice in each group (WT PTU, WT T3, TR-PV PTU, TR-PV T3 or NCOR1ΔID/ID PTU). Liver samples were homogenised using IKA ULTRA-TURRAX in crosslinking agent. In MED1, HDAC3, CBP, p300, SRC-1 and NCOR1 ChIP experiments samples were crosslinked in 2.1mM DSG (c1104, Proteochem) for 30min at RT with rotation mediating protein-protein fixation before 10min crosslinking in 1% formaldehyde for protein-chromatin fixation. Crosslinking was quenched in 0.125M glycine, washed 2x in cold 1xPBS and resuspend in 1ml lysis buffer (0.1% SDS, 1% Triton X-100, 0.15M NaCl, 1mM EDTA, 20mM Tris-HCl pH8.0, 1x Complete Protease Inhibitor Cocktail (04693116001, Roche) and 1μg/μl BSA). Chromatin was sonicated using Diagenode Biorupter Twin or Covaris ME220 to shear DNA into fragments of ~200-1000bp in size. An initial 30min pre-clearing step with 30μl Protein A/G beads was performed before IP. 2μg/IP of antibody was used in all ChIP experiments except in H3K27Ac and NCOR1 ChIPs where 0.2μg/IP and 3μl/IP whole antiserum was used, respectively. Antibodies used: HDAC3 (sc-11417), CBP (sc-369), p300 (sc-584), SRC-1 (sc-8995), MED1/TRAP220 (sc-8998) from Santa Cruz Biotechnology, NCoR (ab24552), H3K27Ac (ab4729), H3K4me1 (ab8895) from Abcam and H3K9Ac (06–942) from Millipore. Samples were incubated ON at 4°C with rotation followed by addition of 30μl Protein A/G PLUS-Agarose beads (sc-2003, Santa Cruz Biotechnology) and an additional 2.5-3h incubation. The immunoprecipitated samples were washed and DNA was eluted by 30min incubation at RT with rotation in elution buffer (1% SDS and 0.1M NaHCO_3_). Reverse-crosslinking was mediated by addition of 5M NaCl followed by ON incubation at 65°C. DNA was purified with phenol-chloroform extraction and precipitated with ethanol. Recovery and quality were evaluated by qPCR (see S2 Table for primers used), before sample pooling, library preparation and sequencing.

### RNA purification

~10-15mg of frozen liver material was used for RNA isolation from 4 biological replicates. The samples were homogenized, and RNA extracted using TRI-Reagent (T9424, Sigma-Alrich) and EconoSpin Columns (1920–250, Epoch Life Science) according to manufacturer’s protocol. RNA concentration was determined by NanoDrop ND-1000 Spectrophotometer. RT-qPCR was performed to verify expected expression level of selected hypo- and hyperthyroid responsive genes. RNA quality was determined on Agilent Fragment Analyzer using Standard Sensitivity RNA Analysis Kit (DNF-471, Agilent).

### Library construction and sequencing

Libraries were prepared using NEBNext reagents and kits for Illumina Sequencing following manufacturer’s instructions. In brief, mRNA was isolated from 1μg total RNA using magnetic poly d(T) beads (E7490L). cDNA was synthesized using RNase inhibitor (M0314L), Reverse Transcriptase (M0368L) and buffers, random primers, enzymes from NEBNext Ultra II kit (E7771L). DNA and cDNA samples were end-repaired and 5’ phosphorylated using a mix of T4 ligase buffer (B0202S), dNTP (N0447S), T4 DNA polymerase (M0203L), Klenow DNA polymerase (M0210S) and T4 polynucleotide kinase (M0201S) followed by 30min incubation at RT. Samples were cleaned and size-selected using magnetic AMPure XP beads (A63881, Beckman Coulter). 3’-ends were adenylated by a 30min 37°C incubation in A-tailing mix containing NEBuffer 2 (B7002S), dATP (N0440S) and Klenow exo (3’->5’ exo-) (M0212S). 5’-phosphylated and 3’-adenylated DNA ends allow hairpin-adapter ligation using Blunt/TA ligase (M0367L) incubating 15min at RT. Adaptors were cleaved by USER enzyme (E6609S, E6440S). Samples were cleaned with magnetic AMPure XP beads. Libraries were amplified with 10–16 cycles of PCR using Q5 polymerase (B9027S) and index primers (E6609S, E6440S). Clean up and size selection steps were performed using AMPure XP magnetic beads. Library concentration was determined using KAPA library Quantification Kit (KK4854, Kapa Biosystems) following manufacturer’s instructions. Libraries were sequenced on an Illumina HiSeq 1500 or Illumina NovaSeq 6000 instrument.

### Sequencing data analysis

*Sequencing*: Sequenced data was aligned to the reference mouse genome mm9 using STAR [67] and aligned tags were normalized and quantified using HOMER [4]. Number aligned reads and uniquely mapped reads for each library can be found in S3 Table. Sequenced data was visualized using the UCSC Genome Browser.

*ChIP-seq analysis*: T3-responsive histone hyperacetylated regions were identified using HOMER [4] by findPeaks –region–size 1000 and –MinDist 2500. Differential T3-regulated histone acetylated regions were identified with DESeq2 [68] using the thresholds FDR<0.01 and log2FC>1. High-confidence hyperacetylated regions were defined as regions significantly hyperacetylated at both H3K27 and H3K9. Previous published DNase-seq data [32] was used to identify putative transcription factor binding sites within the histone acetylated regions. T3-induced hyperacetylated regions bound by TR were ranked based on HDAC3 occupancy in the hypothyroid condition. The top 1/3 of the regions, with high HDAC3 occupancy (type 1A TRBS), and the bottom 1/3 of the regions, with low HDAC3 occupancy (type 1B TRBS), were used for further comparison of poised and established enhancers, respectively. Quantification of histone modification, chromatin accessibility and co-regulator recruitment was performed by HOMER and average tag counts from two biological replicates were used for differential tag quantification. HDAC3 ChIP-seq peaks were identified using HOMER by findPeaks -style factor and replicate concordant peaks (from two biological replicates) was used for downstream analysis. SEs were identified based on H3K27Ac levels using HOMER by findPeaks -style super. Heatmaps were generated using the pheatmap package in R or MeV [69]. Random genomic regions were selected using Sample() in R.

*DNA motif analysis*: *De novo* motif analysis was performed using HOMER by findMotifsGenome using 200bp regions extracted from DHS within hyperacetylated regions. IMAGE [42] identified potential transcription factors regulated by TR involved in T3-regulated histone hyperacetylation. Aligned H3K27Ac or H3K9Ac ChIP-seq and RNA-seq data was used as input for IMAGE. Motif activity scores with p<0.01 and differential motif activity (T3 vs PTU) >0 were extracted for further analysis. Motif similarity was analysed by hierarchical clustering of pearson correlation of the position weight matrix of individual motifs and plotted as a heatmap using R (Pheatmap). Motif scores of DNA motifs enriched by IMAGE analysis and *de novo* motif analysis were quantified using HOMER by annotatePeaks using -mscore setting.

*HiC analysis*: Illumina paired end sequencing data from GSE104129 [46] was aligned by STAR (mm9 genome assembly). Aligned data from two different timepoints of a circadian rhythm (ZT10 and ZT22) was combined and genomic interactions were identified using HOMER by findTADsAndLoops with a resolution of 5000bp and a window size of 10000bp. Similarly, quantification of interaction between specific regions was determined by HOMER by analyzeHiC using a resolution of 5000bp and a window size of 10000bp. Statistical difference between no/TRBS regions and w/TRBS regions interactions compared to regions in the opposite direction (control) was determined by Wilcoxon Signed Rank Test. T3 co-regulated regions confined in TADs were determined using available TAD information from mouse liver tissue (Kim et al., 2018). Random genomic regions were selected using Sample() in R.

*RNA-seq analysis*: Differential gene expression was identified with DESeq2 using the threshold FDR<0.01. Furthermore, T3-induced genes were defined as log2FC>1 (T3 vs PTU). The analysis was further focused on genes with a nearby hyperacetylated regions with and without occupancy of HDAC3 (±100kb). Differentially regulated genes in NCOR1ΔID mice was defined with FDR<0.01 and log2FC>0. Random genes were selected using Sample() in R.

*Data visualization*: All Venn diagrams, volcano plots, heatmaps and histograms were generated using R.

*Analysed NGS data availability*: ChIP-seq count tables, ChIP/HiC/SE genomic positions and RNA expression data can be found in S1–S6 Data.

### qPCR data analysis

Microsoft Office Excel software (v16.16.10) was used for analysing statistical parameters for qPCR data, which is presented as mean with SD. Statistical significance was calculated using a two-tailed unpaired Student’s t-test. Numerical data can be found in S7 Data.

### Previously published data used for analysis

Previously published TR ChIP-seq and DNase-seq data is from The Sequence Read Archive: SRP055020 (https://www.ncbi.nlm.nih.gov/sra/?term=SRP055020) [32] or Gene Expression Omnibus: GSE52613 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE52613) [33]. Previously published HiC data is from Gene Expression Omnibus: GSE104129 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE104129) [46]. Previously published liver H3K27Ac ChIP-seq data from hypothyroid NCOR1 KO and euthyroid WT mice is from Gene Expression Omnibus: GSE99475 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE99475) [38].

## Supporting information

S1 Fig Identification of H3K27Ac and H3K9Ac regions in the liver of hypo- and hyperthyroid mice. (A) Correlation between two replicate H3K27Ac ChIP-seq experiments in mice treated with PTU. (B) Correlation between two replicate H3K27Ac ChIP-seq experiments in mice treated with PTU+T3. (C) Correlation between two replicate H3K9Ac ChIP-seq experiments in mice treated with PTU. (D) Correlation between two replicate H3K9Ac ChIP-seq experiments in mice treated with PTU+T3. (E) Replicate concordant H3K27Ac regions in mice treated with PTU and PTU+T3. (F) Replicate concordant H3K9Ac regions in mice treated with PTU and PTU+T3. (G) Combined number of identified H3K27Ac and H3K9Ac regions. (H) Correlation between H3K27Ac and H3K9Ac in mice treated with PTU. (I) Correlation between H3K27Ac and H3K9Ac in mice treated with PTU+T3. (J) Size of identified H3K27Ac regions. (K) Size of identified H3K9Ac regions.
(TIF) Click here for additional data file.

S2 Fig Identification of H3K27 and H3K9 hyperacetylated regions in the liver of hypo- and hyperthyroid mice. (A) Identification of 2882 H3K27 hyperacetylated regions in hyperthyroid condition (FDR<0.01 and log2FC>1). (B) Identification of 1928 H3K9 hyperacetylated regions in the hyperthyroid condition (FDR<0.01 and log2FC>1). (C) Correlation between H3K27- and H3K9 hyperacetylation at 1592 H3 hyperacetylated regions. (D) Correlation between H3K4me1 and H3K27Ac at hyperacetylated regions (n = 1592). (E) Correlation between H3K4me1 and H3K9Ac at hyperacetylated regions (n = 1592). (F) Distribution of hyperacetylated regions within exons, introns, promoters and intergenic regions. (G) Correlation between H3K27Ac in hyperthyroid and euthyroid condition (n = 1592). Correlation coefficient (Pearson) indicated in plots panels C, D, E and G. (H) Quantification of H3K27Ac and H3K9Ac at regions hyperacetylated with (w/TRBS) and without TRBS (no/TRBS) in response to T3. Statistical difference was determined by a Wilcoxon Signed Rank Test, ***p<0.001.
(TIF) Click here for additional data file.

S3 Fig H3K27Ac in response to 2 hour (h) and 6h T3 treatment. (A) H3K27Ac after 2h of T3 treatment was quantified at hyperacetylated regions with a TRBS (w/TRBS) and analysed by DESeq2. FDR<0.05 are coloured red. (B) Quantification of H3K27Ac in response to 2h and 6h treatment with T3 at hyperacetylated regions with a TRBS. ChIP-seq tag counts are normalized by a z-score. (C) Percentage of hyperacetylated regions with significant increased H3K27Ac (FDR<0.05, Log2FC>0) after 2h and 6h treatment with T3. (D) H3K27Ac after 2h of T3 treatment was quantified at hyperacetylated regions without a TRBS (no/TRBS) and analysed by DESeq2. FDR<0.05 are coloured red. (E) Quantification of H3K27Ac in response to 2h and 6h treatment with T3 at hyperacetylated regions without a TRBS. ChIP-seq tag counts are normalized by a z-score.
(TIF) Click here for additional data file.

S4 Fig Analysis of DNA motifs contributing to hyperacetylation of H3K27 and H3K9. (A) Motifs contributing to T3-regulated H3K27Ac. Motifs contributing to T3-induced H3K27Ac with p<0.01 are coloured yellow. (B) Motifs contributing to T3-regulated H3K9Ac. Motifs contributing to T3-induced H3K9Ac with p<0.01 are coloured green. (C) Motifs contributing to both H3K27 and H3K9 hyperacetylation by T3. (D) Hierarchical clustering of pearson correlation of the positions weight matrix (PWM) of motifs contributing to T3-induced H3K27 and H3K9 acetylation. Motifs resembling DR4 or DR4 half sites are shown on the right. (E, left) Motifs contributing to T3-induced H3K9Ac and H3K27Ac evaluated by IMAGE analysis. Motifs enriched at p<0.01 are ranked according to the mean differential motif activity (z-score) in response to T3 (Dmotif activity). Normalized motif activities for H3K9Ac and H3K27Ac in hypo- and hyperthyroid condition are visualized as a heatmap. Motifs resembling DR4 or DR4 half site are marked red. (E, right) Statistical test of differential motif scores of hyperacetylated enhancers with and without TRBS. The test was performed using Wilcoxon Signed Rank Test corrected for multiple testing using Benjamini & Hochberg method. (F) De novo DNA motif analysis of DHSs associated with hyperacetylated regions with and without TRBS. Left part of the panel shows statistical test of differential motif scores. The statistical test was performed using Wilcoxon Signed Rank Test corrected for multiple testing using Benjamini & Hochberg method.
(TIF) Click here for additional data file.

S5 Fig Interaction between T3-regulated enhancers in mouse liver tissue. (A) Distance between all interacting regions identified from HiC. (B) Distance between hyperacetylated regions associated with and without TRBSs. (C and D) Examples of interacting regions near T3-regulated genes. Hyperacetylated regions (T3-regulated enhancers) are indicated by green (w/TRBS) and orange (no/TRBS). The T3-regulated *Ginm1* and *Glul* genes are indicated in red.
(TIF) Click here for additional data file.

S6 Fig HDAC3 occupancy at TRBS in livers from mice expressing NCORΔID. (A) Fraction of type 1A and type 1B TRBS with HDAC3 or TR peaks in hypothyroid condition. (B) H3K27Ac at type 1A and type 1B TRBS in response to 2h and 6h T3 treatment. (C) Heatmap illustrating HDAC3 occupancy at TRBS in the NCORΔID mutant compared to WT. TRBS are ranked according to HDAC3 occupancy in hypothyroid WT mice. HDAC3 ChIP-seq performed on livers from hypothyroid animals. (D) Quantification of HDAC3 occupancy at TRBSs associated with type 1A and type 1B TRBSs. Statistical difference was determined by a Wilcoxon Signed Rank Test, ***p<0.001.
(TIF) Click here for additional data file.

S1 Table Age, body weight and liver weight of animals. Data represent average with indicated standard deviations.
(PDF) Click here for additional data file.

S2 Table ChIP-qPCR primers. Primers used in HDAC3, NCOR1, CBP, SRC1, MED1 and p300 ChIP-qPCR experiments presented in Fig 3E.
(PDF) Click here for additional data file.

S3 Table Summary of next generation sequencing data. Sequenced tags were aligned to mm9 using STAR. Uniquely aligned reads were used for downstream analysis.
(PDF) Click here for additional data file.

S1 Data NGS count tables for H3 acetylated domains. Averaged sequence tags from biological replicates were normalized to sequencing depth. Output from DEseq2 analysis is included as basemean, log2FC and FDR. Overlap with TRBS, HDAC3 and hyperacetylated regions is indicated with 0/1.
(XLSX) Click here for additional data file.

S2 Data NGS count tables for TRBS. Averaged sequence tags from biological replicates were normalized to sequencing depth. Overlap with TRBS and HDAC3 is indicated with 0/1 or 1A, 1B (for TRBS).
(XLSX) Click here for additional data file.

S3 Data NGS count tables for HDAC3. Averaged sequence tags from biological replicates were normalized to sequencing depth. Overlap with TRBS is indicated with 0/1.
(XLSX) Click here for additional data file.

S4 Data Genomic position of SEs. SE slope is indicated.
(XLSX) Click here for additional data file.

S5 Data HiC contacts. Overlap with histone hyperacetylated regions and TRBS is indicated with 0/1.
(XLSX) Click here for additional data file.

S6 Data Gene expression data (RNA-seq). Averaged sequence tags from biological replicates were normalized to sequencing depth. Output from DEseq2 analysis is included as log2FC and FDR. Overlap with nearby occupancy of TRBS and histone hyperacetylation is indicated with 0/1.
(XLSX) Click here for additional data file.

S7 Data ChIP-qPCR. Recovery for individual replicates at nine different genomic positions.
(XLSX) Click here for additional data file.

# Supplementary material for: Multiple mechanisms regulate H3 acetylation of enhancers in response to thyroid hormone
**Source:** PLoS Genet. 2020 May 26;16(5):e1008770. doi: 10.1371/journal.pgen.1008770
**Supplement:** S1 Table — Data represent average with indicated standard deviations.

**Table S1. Age, body weight and liver weight of animals.** Data represent average with indicated standard deviations.

| <b>Genotypes of mice</b>                                                | <b>n</b> | <b>Age (months)</b> | <b>Body weight(g)</b> | <b>Liver weight (mg)</b> |
|-------------------------------------------------------------------------|----------|---------------------|-----------------------|--------------------------|
| WT PTU                                                                  | 14       | 4.97 $\pm$ 1.76     | 23.1 $\pm$ 0.6        | 1325 $\pm$ 130           |
| WT PTU+T3                                                               | 13       | 4.71 $\pm$ 1.31     | 23.0 $\pm$ 1.0        | 1211 $\pm$ 93            |
| WT PTU+T3 (2h)                                                          | 3        | 3.03 $\pm$ 0.27     | 24.7 $\pm$ 3.1        | 1289 $\pm$ 52            |
| WT PTU+T3 (6h)                                                          | 3        | 3.03 $\pm$ 0.27     | 22.7 $\pm$ 0.6        | 1084 $\pm$ 83            |
| <i>Thrb</i> <sup>PV/PV</sup> PTU                                        | 3        | 2.23 $\pm$ 1.14     | 21.5 $\pm$ 0.2        | 1960 $\pm$ 423           |
| <i>Thrb</i> <sup>PV/PV</sup> PTU+T3                                     | 3        | 2.27 $\pm$ 1.01     | 20.9 $\pm$ 0.8        | 1769 $\pm$ 134           |
| <i>NCOR1</i> <sup><math>\Delta</math>ID/<math>\Delta</math>ID</sup> PTU | 7        | 3.11 $\pm$ 1.29     | 24.2 $\pm$ 3.1        | 1613 $\pm$ 243           |

# Supplementary material for: Multiple mechanisms regulate H3 acetylation of enhancers in response to thyroid hormone
**Source:** PLoS Genet. 2020 May 26;16(5):e1008770. doi: 10.1371/journal.pgen.1008770
**Supplement:** S2 Table — Primers used in HDAC3, NCOR1, CBP, SRC1, MED1 and p300 ChIP-qPCR experiments presented in Fig 3E.

**Table S2. ChIP-qPCR primers.** Primers used in HDAC3, NCOR, CBP, SRC1, MED1 and p300 ChIP-qPCR experiments presented in Figure 3E.

| ID   | Target region                | Forward                  | Reverse                   |
|------|------------------------------|--------------------------|---------------------------|
| Ctrl | chr15:74,127,392-74,127,442  | TGGTAGCCTCAGGAGCTTGC     | ATCCAAGATGGGACCAAGCTG     |
| 1    | chr2:25,328,074-25,328,155   | CATAGCTTCTCCCAAATCCCCTCC | GGCACCTCTGTCCTGCTCAGATAAT |
| 2    | chr2:69,224,332-69,224,422   | CAGTTCATGGAAGAGTGGTT     | CATAGAGAAAGGGACAGCCA      |
| 3    | chr4:131,790,802-131,790,924 | GTCCAGAGTCCATCATCTTC     | GGCTTCTCTAATCTTCGTCA      |
| 4    | chr17:28,416,156-28,416,265  | GCTGCCAGAGCTTTTATTTTC    | CAAAAACCAGAAAGAGCAGG      |
| 5    | chr9:42,143,019-42,143,104   | GTGTCTTCCTCTGTCTCTTG     | CAGGTGTGTTATGGAGTTTC      |
| 6    | chr4:154,691,237-154,691,323 | TGTGTAAACACCACCTTTGA     | ACTTGAATACTGGACCCAC       |
| 7    | chr14:71,096,444-71,096,529  | CAGTTGTGGGTGAGTTTGAG     | TTCCAGGCATCAGGAAAGAA      |
| 8    | chr15:7,201,868-7,201,993    | GATGTGTTCTCTATTTGTCC     | CCTTAGCTGACTTAGTGGTG      |

# Supplementary material for: Multiple mechanisms regulate H3 acetylation of enhancers in response to thyroid hormone
**Source:** PLoS Genet. 2020 May 26;16(5):e1008770. doi: 10.1371/journal.pgen.1008770
**Supplement:** S3 Table — Sequenced tags were aligned to mm9 using STAR. Uniquely aligned reads were used for downstream analysis.

**Table S3. Summary of next generation sequencing data.**

Sequenced tags were aligned to mm9 using STAR. Uniquely aligned reads were used for downstream analysis.

How the deposited data were processed for this re-analysis (not part of the article)

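Liver RNA-seq from 12 male mice was analysed, 4 hypothyroid WT, 4 hyperthyroid WT and 4 hypothyroid L-NCOR1ΔID mice, together with the list of H3 acetylated regions from hypothyroid and hyperthyroid WT mice. The remaining ChIP-seq measurements of the study (HDAC3, NCOR1, CBP, MED1 and H3 acetylation per sample) and the chromatin contacts were not analysed here. Differences in acetylation between conditions or between WT and L-NCOR1ΔID mice are therefore not given.

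The authors aligned the RNA-seq reads to mm9 with STAR and quantified each RefSeq transcript with HOMER, and the deposited values are RPKM, which the authors scaled by the uniquely aligned reads of each library. This was checked on the values themselves. The steps between the lowest RPKM values gave the depth of 11 libraries relative to hypothyroid WT replicate 1, and these differed from the uniquely aligned reads in Table S3 by at most 0.01 on the log2 scale. Differential expression in the paper was computed by the authors with DESeq2 from read counts, which were not used here. Uniquely aligned reads per library ranged from 21376369 to 42837436, so that 0.1 RPKM corresponds to 2.14 to 4.28 reads per kilobase of transcript. Summed RPKM ranged from 377335 to 412558 per library. The table has 0 columns of per-sample values that were left unused.

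Of 31370 transcripts in the table, 1 had no gene name and was left out (at most 0.00079% of summed RPKM). The first listed transcript represented each of 23813 genes, since the group means of the 1998 genes in the available part of S6 Data, of which only that part was used here, equal those of the first transcript. A total of 4272 genes had more than 1 transcript, and 5072 genes are listed at 0 in all 12 libraries. Genes were placed with GENCODE M1, which is on the same genome build as mm9. Positions were found for 21907 genes, of which 20070 by symbol and the others by RefSeq number or a synonym, and 8 matches on another chromosome were dropped. Genes without a position were left out of distance analyses.

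Differential expression was tested with limma 3.58.1 (R 4.3.3) on log2(RPKM + 0.1), with a variance trend and Benjamini-Hochberg adjustment. Only the 2 groups compared entered each fit. Genes with at least 0.1 RPKM in at least 4 of the libraries compared were tested, 13941 for T3 and 13790 for L-NCOR1ΔID. The thresholds were the paper's, an adjusted p under 0.01 with a log2 fold change above 1 in size for T3 and above 0 in size for L-NCOR1ΔID. The procedure was tested on simulated data with 200 changed genes, of which 97% were called in the right direction, while 0 unchanged genes were called and 5.19% of unchanged genes had an unadjusted p under 0.05. The simulated changes were all larger than the log2 threshold for T3, in genes well above the filter on low values. Their noise was independent between genes. The 97% therefore does not give the sensitivity to smaller changes or in genes near the filter.

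TRBSs and their types were taken from S2 Data and SEs from S4 Data, both complete. S1 Data was available in part (1863 entries), so that hyperacetylated regions without a TRBS were not analysed. Shares were compared with two-sided Fisher's exact tests, medians across genes with 100000 permutations, and region sets with 1000 draws of regions matched on length from the 50 nearest in length. DR4 matches were scored on mm9 sequence as the number of matching bases out of 12 in a direct repeat of AGGTCA with a spacing of 4 bases, on both strands. These computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

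Genes were named by a rule set before the data were examined. It takes the genes that the paper names or whose proteins it measured or discussed as regulators, and for each comparison and direction the 3 genes with the largest change past the thresholds, at least 1 RPKM in the higher group and no overlap between groups. For type 1A and for type 1B regions, it adds the 3 T3-induced genes higher in L-NCOR1ΔID mice with the smallest adjusted p. The sex-linked genes Xist, Ddx3y, Eif2s3y, Kdm5d and Uty and the strain-dependent gene Nnt were added as checks of the sample labels. Genes named outside this rule are marked in the text. Values of some single genes are not reported here.

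The alternatives set at that time were a pseudocount of 1 or 0.01, no filter on low values, a mean of at least 1 RPKM, all 12 libraries in 1 fit, the replicate number as a block, no variance trend, scaling by the median of gene ratios, an adjusted p under 0.05, each library left out in turn, distances of 50 and 200 kb or to the centre of the region, a TRBS wholly inside the region, a region wholly inside the SE, and regions on autosomes. Use of the transcript with the highest mean RPKM, annotation by protein-coding genes, the omission of Mup genes and 1 value per locus (TSSs less than 500 kb apart) were chosen after the data were seen.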

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

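The tests in this part were chosen before their results were seen, apart from the comparison of T3-induced with T3-repressed genes for hypothyroid WT replicate 3, which was chosen afterwards. In each group of 4 libraries, the highest or lowest value was compared to the others for 135 groups, made up of the named genes and the library totals. In 8 of them the gap to the nearest library exceeded the share of the range that is critical in Dixon's test at 1 in 20, where 6.75 are given by chance. The number therefore does not exceed chance by a margin that would single out a library. Hypothyroid WT replicate 3 and L-NCOR1ΔID replicate 2 each account for 2 of the 8.

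Dio1 stood at 57.7 RPKM in hypothyroid WT replicate 3, while the other 3 libraries had 0.719 to 8.98 RPKM. The group mean of 18.5 RPKM was 5.45 RPKM without this library, and the log2 fold change by T3 rose from 6.20 to 7.20 (limma, past the thresholds in both). A candidate explanation is residual thyroid hormone in this mouse. It was tested by regressing the deviation of each hypothyroid WT library from the other 3 on the T3 effect estimated without that library, leaving out Dio1 itself. The slope was 0.175 for replicate 3 and -0.07 to 0.04 for the other libraries. The deviation and the T3 effect share 3 hypothyroid libraries, which by itself links them, but this holds for all 4 slopes alike. Of the 2 directions only T3-induced genes set replicate 3 apart, with a median deviation of 0.25 against at most 0.0010 in the others. T3-repressed genes had a median deviation of -0.18 in replicate 3 and also in replicate 2. The explanation is therefore left open. Hormone levels per mouse were not analysed here, and a single library cannot separate residual hormone from other differences between mice.

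Papss2 was 49.0 RPKM in hypothyroid WT replicate 3, against 36.4 to 37.7 RPKM in the other 3, and 112 RPKM in L-NCOR1ΔID replicate 2, against 92.6 to 94.3 RPKM. The 2 groups still did not overlap, and the log2 fold change in L-NCOR1ΔID mice was 1.30 with all libraries, 1.40 without the former and 1.24 without the latter. Cebpb was 125 RPKM in hyperthyroid replicate 2 and 46.2 to 56.7 RPKM in the others, and its log2 fold change by T3 was 2.31 with and 1.99 without that library. No technical or biological explanation was tested for these values.

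Esr1 was 5.71 RPKM in L-NCOR1ΔID replicate 2 and 2.61 to 3.10 RPKM in the others. Its log2 fold change in L-NCOR1ΔID mice was 0.94 with and 0.69 without this library, and neither passed the threshold. Eif2s3y was 31.2 RPKM in hyperthyroid replicate 1 and 27.7 to 28.1 RPKM in the others, a small gap in a group with little spread. Gpx6 was 0.183 RPKM in hyperthyroid replicate 4 and 0.032 to 0.037 RPKM in the others, which leaves its log2 fold change by T3 at -1.86 with and -2.13 without it. Obp2a was 0.146 RPKM in L-NCOR1ΔID replicate 4 and 0.033 to 0.037 RPKM in the others, with log2 fold changes of -5.45 and -5.66. The Gpx6 and Obp2a values rest on few reads, since 0.1 RPKM corresponds to 2.14 to 4.28 reads per kilobase. No other explanation was tested for these 4 genes.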

How the results depend on the processing

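The alternatives without Mup genes, with 1 value per locus, with the transcript of highest mean RPKM and with protein-coding genes were chosen only after the result was seen. The count of T3-induced genes (1155) was 575 with a pseudocount of 1, 746 with median-ratio scaling, and 994 to 1139 in the fits that each left out 1 library. The count of T3-repressed genes (484) was 319 with a pseudocount of 1, 679 with median-ratio scaling, and 383 to 485 in the fits without 1 library. With median-ratio scaling the share of called genes that were induced moved from 70.5% to 52.4%, since this scaling sets the median change of all genes near 0 (0.23 before, 0.01 after). All 746 induced genes of that scaling, and 483 of its repressed genes, were also called without it. The larger pseudocount shrinks changes at low RPKM by construction, and 574 and 317 of its genes were shared.

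Counts in L-NCOR1ΔID mice depended more on the processing. The 100 higher genes became 21 without a filter, 63 with no variance trend and 344 at an adjusted p under 0.05, and the 75 lower genes became 22 without a filter, 115 with all 12 libraries in 1 fit and 257 at an adjusted p under 0.05. Leaving out 1 library gave 36 to 110 higher and 28 to 77 lower genes. The lowest counts came without L-NCOR1ΔID replicate 3 (36 higher) and without hypothyroid WT replicate 2 or 3 (28 lower), and fits without L-NCOR1ΔID replicate 4 gave the highest counts. Fewer samples explain part of this drop by construction, and for the other settings the cause was not tested. With median-ratio scaling the share of called genes that were higher went from 57.1% to 52.2%.

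The replicate numbers do not pair the samples. The correlation across genes of the residuals of libraries with the same number was -0.06 to 0.07 for T3 and -0.12 to 0.17 for L-NCOR1ΔID, within or close to the range for libraries with different numbers (-0.08 to 0.07 and -0.22 to 0.21). With a replicate block, which spends degrees of freedom, 20 genes were higher and 25 lower in L-NCOR1ΔID mice, of which 20 and 24 were also called without it. The shares of T3-induced genes higher in L-NCOR1ΔID mice were then 0.709% near type 1A regions (p = 0.184, two-sided Fisher's exact test) and 0.917% near type 1B regions (p = 0.145), which reflects the shorter list and not a smaller change in expression.

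The share of T3-induced genes near a region with a TRBS kept its direction and side of the threshold under all alternatives tried (22.7% at 50 kb to 42.4% with a pseudocount of 1, and 27.7% to 29.9% without 1 library). The lower share among T3-repressed genes did not pass 0.05 with a pseudocount of 1 (6.25%, p = 0.208, exact test), without a filter (4.31%, p = 0.101) or at 200 kb (13.5%, p = 0.237), and it was 4.36% to 4.88% without 1 library. At 200 kb the larger distance brings in more regions by construction, and for the other settings the cause was not tested. The share of T3-induced genes near a TRBS region that were higher in L-NCOR1ΔID mice was 1.39% to 5.38% without 1 library. For type 1A regions it was 1.39% to 4.90%. Without L-NCOR1ΔID replicate 3 it was 1.39% against 0.262% of other genes (odds ratio 5.37, p = 0.0590, exact test). With the fewer genes called in that fit, the test did not pass 0.05 although the odds ratio stayed above 1. For type 1B regions it was 1.82% to 6.73%, and 1.04% without a filter (p = 0.0841, exact test). The type 1A minus type 1B difference of the shares (-0.676 points) changed sign with a pseudocount of 0.01 (0.115), without a filter (1.94), with all 12 libraries in 1 fit (1.84), with no variance trend (0.137) and without hypothyroid WT replicate 4 (0.534), and it was -2.56 to 0.534 without 1 library. None of these differences passed 0.05, so that no direction can be given.

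Shares of regions in SEs kept their direction under the alternatives tried, and the counts of 601, 223 and 217 regions with a TRBS did not move when a region had to hold the whole TRBS. Requiring the whole region inside the SE lowered the share of SEs with a TRBS region from 16.4% to 4.78%.

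Among 41 named genes, 54 values were no longer past the threshold, 5 were newly past it and 1293 were the same. Another 27 changed sign, each of them for a gene whose change did not pass the threshold. With median-ratio scaling this held for T3 in Ncor1 (-0.105), Thra (-0.0628), Thrb (-0.0308), Eif2s3y (-0.182), Kdm5d (-0.227) and Mug2 (-0.104), and for L-NCOR1ΔID in Ginm1 (-0.0408), Thra (-0.0191) and Thrb (-0.00017). The other sign changes came from leaving out 1 library. Over these fits the log2 fold change in L-NCOR1ΔID mice ranged from -0.122 to 0.134 for Ginm1, -0.0864 to 0.0171 for Ep300, -0.160 to 0.0313 for Ncoa1, -0.0683 to 0.0973 for Thra, -0.0890 to 0.147 for Thrb and -0.196 to 0.0803 for Cyp4a12b. With T3 it ranged from -0.0586 to 0.0486 for Kdm5d and -0.126 to 0.372 for Mug2. Named genes that lost their call in L-NCOR1ΔID mice when 1 library was left out were Cebpb (without hypothyroid WT replicate 4 or L-NCOR1ΔID replicate 3), Cyp3a16 (5 of 8 fits), Obp2a (4 of 8) and Gpx6 (6 of 8). Dhrs9 was past the threshold in the 4 fits without 1 hypothyroid WT library, for T3 and for L-NCOR1ΔID. In the 4 fits without 1 library of the other group it was not tested, because it reached 0.1 RPKM in fewer than 4 libraries. With T3, Ep300 lost its call in all 8 fits and Glul without hypothyroid WT replicate 1 or 4.

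The median log2 fold change of genes near type 1A minus type 1B regions (0.29) was 0.18 to 0.29 without 1 library and past 0.05 in each of these fits. It was 0.13 with a mean of at least 1 RPKM (permutation p = 0.125), 0.13 without the Mup genes (permutation p = 0.0871) and 0.0783 with 1 value per locus (80 and 50 values, permutation p = 0.176). Since 13 of 76 type 1B genes are Mup genes of 1 locus, the difference rests in large part on that locus.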

Differences from the paper's values

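Counts of T3-repressed genes differed. The paper shows about 760 in Fig 5A, read by eye, and 484 were found here. Among the alternatives set before the data were examined, scaling by the median of gene ratios (679) and an adjusted p under 0.05 (543) fell within 1.5 times the paper's count. A pseudocount of 1 or 0.01, no filter, a mean of at least 1 RPKM, all 12 libraries in 1 fit, the replicate block, no variance trend and leaving out any 1 library did not.

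For T3-induced genes near type 1A regions the paper gives 100, and 158 were found here. Within 1.5 times were a pseudocount of 1 (126), no filter (136), a mean of at least 1 RPKM (140), the replicate block (150), median-ratio scaling (124), a distance of 50 kb (122), and fits without hypothyroid WT replicate 1 (148) or 4 (147) or without hyperthyroid replicate 1, 2, 3 or 4 (146 to 147). A pseudocount of 0.01, all 12 libraries in 1 fit, no variance trend, an adjusted p under 0.05, a distance of 200 kb or to the centre of the region, a TRBS wholly inside the region, and leaving out hypothyroid WT replicate 2 or 3 or any L-NCOR1ΔID library did not close the gap. Genes near both types numbered about 22 in Fig 5E, read by eye, against 38 here. A pseudocount of 1 (31), no filter (33), a mean of at least 1 RPKM (33), median-ratio scaling (29) and 50 kb (27) closed the gap, and the other alternatives set before the data were examined did not.

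The paper gives 16 genes near type 1A regions induced in L-NCOR1ΔID mice, or 16%, and 7 genes (4.79%) were found here. An adjusted p under 0.05 gave 13 genes, within 1.5 times the paper's number, and 8.55%, which was the closest share. No other alternative set before the data were examined closed the gap for the number of genes, and none did for the share. Enrichment of these genes over all genes is about 1.8 for type 1A and about 0.65 for type 1B in Fig 5H, read by eye, where random sets of annotated genes are the reference. Relative to all tested genes with a position it was 6.55 and 7.25 here, and no alternative set before the data were examined closed either gap.

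In the part of S6 Data available here, 1998 genes of a longer table, the paper's log2 fold change by T3 is 2.22 for Pdp2, 0.19 for Crebbp and 0.18 for Med1. The values here were 2.81, 0.42 and 0.41. With median-ratio scaling they were 2.58, 0.19 and 0.18, within the replicate SD of the paper's. For Pdp2 a pseudocount of 1 (2.54) and fits without hypothyroid WT replicate 1 (2.54) or 4 (2.71) or hyperthyroid replicate 2 (2.71) did so too. The other alternatives set before the data were examined did not close the gap for Pdp2, and no alternative apart from median-ratio scaling did for Crebbp and Med1. For Cyp3a59 in L-NCOR1ΔID mice the paper's log2 fold change is 2.74, against 3.50 here, and no alternative set before the data were examined closed that gap.

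The paper ranks genes near type 1A regions above those near type 1B regions by the share induced in L-NCOR1ΔID mice. Here the difference of the shares was -0.676 percentage points (p = 1, two-sided Fisher's exact test). It was above 0 with a pseudocount of 0.01 (0.115 points), without a filter (1.94), with all 12 libraries in 1 fit (1.84), with no variance trend (0.137) and without hypothyroid WT replicate 4 (0.534). The paper presents enrichment for type 1A genes over type 1B genes, and here the type 1B value was the higher, an order for which no test was made. The type 1A value was the higher without a filter (24.2 against 11.4), with all 12 libraries in 1 fit (5.26 against 3.68), with a pseudocount of 0.01 (7.36 against 7.26) and without hypothyroid WT replicate 4 (10.4 against 10.2). For T3-repressed genes near hyperacetylated regions of any kind, the paper's text and its Fig 5A give different shares. The share in the text is smaller, and that from the numbers in Fig 5A larger, than the 4.79% found here near acetylated regions with a TRBS alone, which is not the same measure. A distance of 50 kb gave a share as small as that in the text (1.74%), and a distance of 200 kb gave one above that in Fig 5A (13.5%). The region at Dio1, which the paper shows as an example of a type 1B TRBS, holds TRBSs of type 1A, type 1B and neither type in S2 Data.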

Other observations

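The tests on the Mup genes in this part, and the comparison of T3-induced genes not near a TRBS region, were chosen only after the result was seen. The others were set before their results.

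Other splits of the libraries into 4 and 4 were tried for each comparison. For T3-induced and for T3-repressed genes, 1 of the 35 splits, the real one, gave as many genes, and the largest other split gave 4 genes. For genes higher and for genes lower in L-NCOR1ΔID mice, 1 of the 35 splits, again the real one, gave as many, and the largest other split gave 2 genes. The type 1A minus type 1B difference of medians was reached in 1 of the 35 splits, the largest other difference being 0.13 in size. Splits regroup libraries and not genes, so they leave open whether a few loci carry that difference.

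Of the 17 type 1B genes with a log2 fold change below -0.5 in L-NCOR1ΔID mice, 11 were Mup genes. All 13 T3-induced Mup genes near type 1B regions had TSSs on chromosome 4 between positions 60167161 and 61335170, and their log2 fold changes in L-NCOR1ΔID mice were below 0, with a median of -1.22. None passed an adjusted p under 0.01 (limma, lowest adjusted p 0.141, for Mup9), and 1 of the 13 had an unadjusted p under 0.05. Their RPKM differed widely between libraries of a group, for example 228 ± 341 RPKM for Mup9 in hypothyroid WT mice. The uniform fall holds on the log2 scale only. Mean RPKM was higher in L-NCOR1ΔID than in hypothyroid WT mice for Mup11 (62.7 against 27.6), Mup12 (10.9 against 7.32), Mup14 (39.6 against 32.8) and Mup17 (202 against 163). Among the Mup genes with the lowest fold changes, it was lower for Mup2, Mup9, Mup10, Mup13, Mup16 and Mup18. The 17 genes were 22.4% of type 1B genes, against 5.50% of type 1A genes below -0.5 (odds ratio 4.95, p = 0.0011, two-sided Fisher's exact test). With the 13 Mup genes left out, the median difference between the types was 0.13 (permutation p = 0.0871). The difference of 0.29 between the types may therefore come largely from 1 gene cluster whose members vary together, and reads shared between its near-identical members may add to it. A contribution of HDAC3 occupancy remains open.

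T3-induced genes that were not near a region with a TRBS also rose in hypothyroid L-NCOR1ΔID mice. Their median log2 fold change was 0.37 (737 genes), against 0.22 for 292 genes near such a region (difference 0.16, permutation p = 1e-05, the smallest these permutations can give). Compared to type 1A genes alone the difference was 0.08 (permutation p = 0.0780). Higher values in the mutant were thus not confined to genes near TRBS regions. Genes near hyperacetylated regions without a TRBS were not separated.

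Both comparisons use the same hypothyroid WT libraries, which by itself links their fold changes. In 100 simulations without a change in L-NCOR1ΔID mice, the number of genes called in the same direction in both comparisons was at most 2, against 57 observed, so the shared controls do not account for them. The median log2 fold change of T3-induced genes was at most 0.23 in the simulations, against 0.33 observed, and that of type 1A genes at most 0.27, against 0.29 observed. For T3-induced genes near any region with a TRBS, the observed median of 0.22 was within the simulated range (at most 0.26, and 5 of 100 simulations gave a value as large), and for type 1B genes all 100 simulations gave a median as large in size as the observed -0.00225. The shift of genes near TRBS regions as a whole is thus not set apart from an effect of shared controls. The type 1A minus type 1B difference of medians was -0.13 to 0.15 in the simulations, against 0.29 observed. T3-induced genes as a whole were called anew in each simulation, but the sets near TRBS regions and of each type were fixed from the real data. Selection of these sets on the shared libraries was therefore not reproduced. The simulations thus cannot exclude shared controls as the source of the type 1A minus type 1B difference, and leave open how far the Mup genes carry it. The correlation of the fold changes across genes, which are not independent replicates, was 0.309, but 12 of 100 simulations gave a value as large, with a median of 0.141. With separate controls, 2 hypothyroid libraries for each comparison, it was 0.0528 to 0.330 in 6 arrangements. The correlation over all genes therefore cannot be told apart from an effect of shared controls, since the simulated values ranged from -0.26 to 0.49.

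On the RPKM scale more genes rose than fell with T3, and the median of all genes moved by 0.23. The 10 most abundant genes took 21.4 ± 1.54% of summed RPKM in hypothyroid WT, 16.0 ± 1.16% in hyperthyroid WT and 18.6 ± 0.870% in L-NCOR1ΔID libraries (mean ± SD). Their lower share leaves room for a rise of 0.10 (log2) in all other genes, so that it accounts for only part of the shift. In the available part of S6 Data, the paper's log2 fold changes minus the log2 ratios of its mean RPKM had a median of -0.24 over 1179 genes, with quartiles of -0.25 and -0.24. An offset so similar across genes is consistent with the authors' normalization of read counts setting the typical gene near no change. Whether total RNA per cell changed with T3 was not measured, so that changes no larger than this offset on the RPKM scale have no sure direction. Relative to the median, Crebbp rose by 0.19, Ep300 by 0.14 and Med1 by 0.18 with median-ratio scaling, against 0.42, 0.38 and 0.41 on the RPKM scale, while Ncoa1 (0.71) and Rxra (0.49) rose by more. On the RPKM scale Hdac3 (-0.11), Thra (0.17), Thrb (0.21) and Ncor1 (0.13) did not pass the threshold for T3. With median-ratio scaling Thra (-0.0628), Thrb (-0.0308) and Ncor1 (-0.105) changed sign, so that they have no sure direction. The value of Hdac3 with that scaling is not given here.

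T3-induced genes were compared with acetylated regions in general. The highest odds ratio in 1000 draws of regions without a TRBS, matched on length, was 1.27, against 4.45 for regions with a TRBS, so that closeness to acetylated regions of similar length does not account for the enrichment. The draws do not address that regions with a TRBS were selected for increased acetylation after T3. TR binding and gained acetylation are thus not separated.

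Liver genes known to differ between the sexes were listed before the test, 16 with male and 16 with female bias. In T3-treated males, 11 of 16 male-biased genes were lower and 10 of 13 tested female-biased genes higher, with median log2 fold changes of -1.02 and 1.41 (difference 2.43, permutation p = 0.0278). Exceptions were large. Among them, Acot3, which is female-biased, fell by 5.77, and Elovl3 and Cyp7b1, which are male-biased, rose by 3.37 and 1.71. Female tissue among the T3 samples would bring Xist and lower the Y-linked genes, but Xist was at most 0.033 RPKM in these libraries, and the lowest log2 fold change of 4 Y-linked genes was 0.00609 on the RPKM scale. With median-ratio scaling it was -0.23 for Kdm5d, which equals the shift of all genes. Hypothyroid L-NCOR1ΔID mice, which received no T3, differed from the same hypothyroid WT libraries in the same direction. There 14 of 16 male-biased genes were lower and 6 of 11 tested female-biased genes higher (difference of medians 1.34, permutation p = 0.0116). Past the threshold were 1 male-biased gene, which was lower, and 0 female-biased genes. The permutations run across genes, which may vary together and are not independent replicates. The lower values of male-biased genes are thus not confined to T3, while female-biased genes in the mutant went either way. A contribution of the shared hypothyroid WT libraries was not tested. The paper lists a lower mean age for hypothyroid L-NCOR1ΔID than for hypothyroid WT mice, and age was not examined. That T3 moves part of the sex-biased expression in male liver toward the female pattern remains a hypothesis, which the paper does not report.

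L-NCOR1ΔID mice were of a mixed strain background, and strain variants next to the targeted gene would place changed genes near Ncor1. Of 163 called genes with a position, 8 (4.91%) lay within 20 Mb of Ncor1, against 3.29% of tested genes (odds ratio 1.53, p = 0.262, two-sided Fisher's exact test). The other called genes lie elsewhere, so that linked variants cannot be the whole cause, and variants at other loci were not tested. Such variants could contribute at single genes, among them Mug2, Ren1 and Ren2, which are among the genes that changed most in these mice, and this is left open.

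Ren1 and Ren2 fell with T3 (-4.87 and -4.86) and in L-NCOR1ΔID mice (-7.37 and -7.31). Their ratio was 1.02 to 1.12 in all 12 libraries, which is consistent with the same reads being counted for both, so that they may represent 1 signal. T3 and the mutant moved this signal in the same direction, and a strain variant in the mutant was not tested.

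Table S3 lists fewer total reads (16994596) than uniquely aligned reads (26189084) for hyperthyroid replicate 4. Its depth relative to hypothyroid WT replicate 1, read from the RPKM steps, was -0.26 (log2), which matches the uniquely aligned number (-0.26) and not the total (-1.15). The listed total is therefore the likely error, and the RPKM values are not affected.

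DR4 elements were compared between TRBS types. A close match was found in 33.8% of type 1A and 42.1% of type 1B TRBSs, a difference of -8.33 percentage points (odds ratio 0.701, p = 0.0737, two-sided Fisher's exact test), so that better DR4 matches in type 1A TRBSs, which were the hypothesis, were not seen. Base composition does not account for DR4 in TRBSs as a whole (39.9%), since the highest of 10 control shares was 16.1%. Close matches at each of the 8 other spacings were found in a larger share of type 1A TRBSs (10% to 22.1%) than of type 1B TRBSs (4.17% to 10.8%), the opposite direction to DR4, and this was not tested.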
